# Natural variation in *Arabidopsis thaliana* Cd responses and the detection of quantitative trait loci affecting Cd tolerance

**DOI:** 10.1038/s41598-017-03540-z

**Published:** 2017-06-16

**Authors:** Sina Fischer, Thomas Spielau, Stephan Clemens

## Abstract

Metal tolerance is often a result of metal storage or distribution. Thus, with the goal of advancing the molecular understanding of such metal homeostatic mechanisms, natural variation of metal tolerance in *Arabidopsis thaliana* was investigated. Substantial variation exists in tolerance of excess copper (Cu), zinc (Zn) and cadmium (Cd). Two accessions, Col-0 and Bur-0, and a recombinant inbred line (RIL) population derived from these parents were chosen for further analysis of Cd and Zn tolerance variation, which is evident at different plant ages in various experimental systems and appears to be genetically linked. Three QTLs, explaining in total nearly 50% of the variation in Cd tolerance, were mapped. The one obvious candidate gene in the mapped intervals, *HMA3*, is unlikely to contribute to the variation. In order to identify additional candidate genes the Cd responses of Col-0 and Bur-0 were compared at the transcriptome level. The sustained common Cd response of the two accessions was dominated by processes implicated in plant pathogen defense. Accession-specific differences suggested a more efficient activation of acclimative responses as underlying the higher Cd tolerance of Bur-0. The second hypothesis derived from the physiological characterization of the accessions is a reduced Cd accumulation in Bur-0.

## Introduction

Plant traits show enormous intraspecific natural variation. Molecular dissection of this variation can lead to new mechanistic insights into physiological or developmental processes and ideally yield an understanding of local adaptation to specific habitats. Most traits vary quantitatively and are controlled by multiple genes^1^. *Arabidopsis thaliana* represents an ideal system for molecular studies of natural variation because (i) it is distributed across a wide range of environments, and (ii) tremendous molecular knowledge and a vast array of genetic tools are available^2^. Accordingly, the natural variation in many different traits has already been studied in *A. thaliana*, enabling major progress in the understanding of diverse biological phenomena such as control of flowering time or herbivore defense^3^.

An important aspect of a plant’s environment is the composition of the soil. Plant roots are exposed to a huge range of as well as rapid fluctuations in the concentrations of bioavailable mineral ions. Relevant as environmental factors are not only macro- and microelements such as phosphorus or iron (Fe), but also potentially highly toxic elements without biological function, for example cadmium (Cd). Nonessential toxic elements are present in the environment either because of natural causes or because of man-made pollution. Cd has been released into the environment by industrial activities (e.g. metal smelting, battery manufacturing) and agricultural practices (e.g. use of phosphate fertilizers and sewage sludge)^4, 5^.

Plants have to acquire essential microelements (Fe, Zn, Cu, Mn, Co, Ni, Mo, B) from soil solutions that can vary in concentrations of the respective ions by orders of magnitude. Not only deficiency is a threat but also toxicity. An excess of, for instance, Cu or Zn ions can inhibit growth due to the tendency of these metal ions to strongly interact with various cellular components^6^. A homeostatic system comprising metal transporters, metal ligands and regulatory proteins maintains the concentrations of essential elements within rather narrow physiological ranges inside plant tissues and limits the accumulation of non-physiological elements^7, 8^. Variation in the so-called ionome, the mineral element composition of a tissue, an organ or an organism^9^, is the result of complex physiological processes and interactions with the environment^10^. Consequently, molecular dissection of ionome variation has led to a better functional understanding of metal transporters^11^, for example the Mo transporter MOT1^12^ or the metal efflux protein FPN2/IREG2^13^.

Natural variation in metal tolerance, i.e. the ability to withstand an excess of essential or nonessential metal ions, has received less attention, probably because metal excess is comparatively rare under natural conditions. However, many genes contributing to metal tolerance are part of the homeostatic network controlling metal accumulation and distribution. The Zn tolerance gene *ZIF1* encodes a nicotianamine transporter and affects translocation of Zn and Fe^14^. The major plant metal tolerance mechanism, metal-activated synthesis of phytochelatins, has an influence on Zn mobility within plants^15^. Thus, analysis of metal tolerance variation can potentially improve the understanding of metal homeostasis and this has already been demonstrated. One of the earliest studies on variation in *A. thaliana* metal tolerance revealed a nonfunctional allele of the P-type ATPase gene *HMA5* as the underlying cause of Cu hypersensitivity in the accession Cvi-0^16^. The exploration of variation in Zn tolerance^17^ improved the functional understanding of FRD3, a transporter mediating the loading of metal chelating citrate into the xylem^18^. Variation in the recently identified arsenate (AsV) reductase ATQ1/HAC1 controls both differences in arsenate tolerance^19^ and the shoot accumulation of As^20^.

In search of novel plant metal tolerance/metal homeostasis factors we therefore explored natural variation in Zn, Cu and Cd tolerance. Our data confirmed the existence of substantial differences between *A. thaliana* accessions in metal tolerance and motivated a genetic analysis of Cd tolerance variation. We identified QTLs contributing to variation in the growth response to Cd exposure in a Col-0 × Bur-0 recombinant inbred line population. In addition we compared the transcriptome changes upon Cd exposure in these two parental accessions in order to find candidate genes for the major QTL on chromosome 5 and to probe the extent of variation in Cd responses between *A. thaliana* accessions.

## Results

### Detection of natural variation in *A. thaliana* metal tolerance

We tested a panel of *A. thaliana* accessions, assembled to maximize genetic diversity (23 out of the Core 24^21^), for their tolerance against an excess of the micronutrients Zn and Cu as well as growth-inhibiting concentrations of Cd. Relative root growth (RRG) of metal-treated plants was used as readout to assess tolerance. We detected variation in Cd tolerance ranging from 31 ± 5 to 60 ± 12% RRG in the presence of Cd. Zn tolerance varied to a similar degree with extremes of 46 ± 17 and 82 ± 18% relative growth (Fig. 1). Huge variation was detected in Cu tolerance because of the extreme Cu-sensitivity of Cvi-0 (7.5 ± 3.4%) (Supplementary Fig. S1) which is attributable to a loss of HMA5 function^16^.

**Figure 1:**
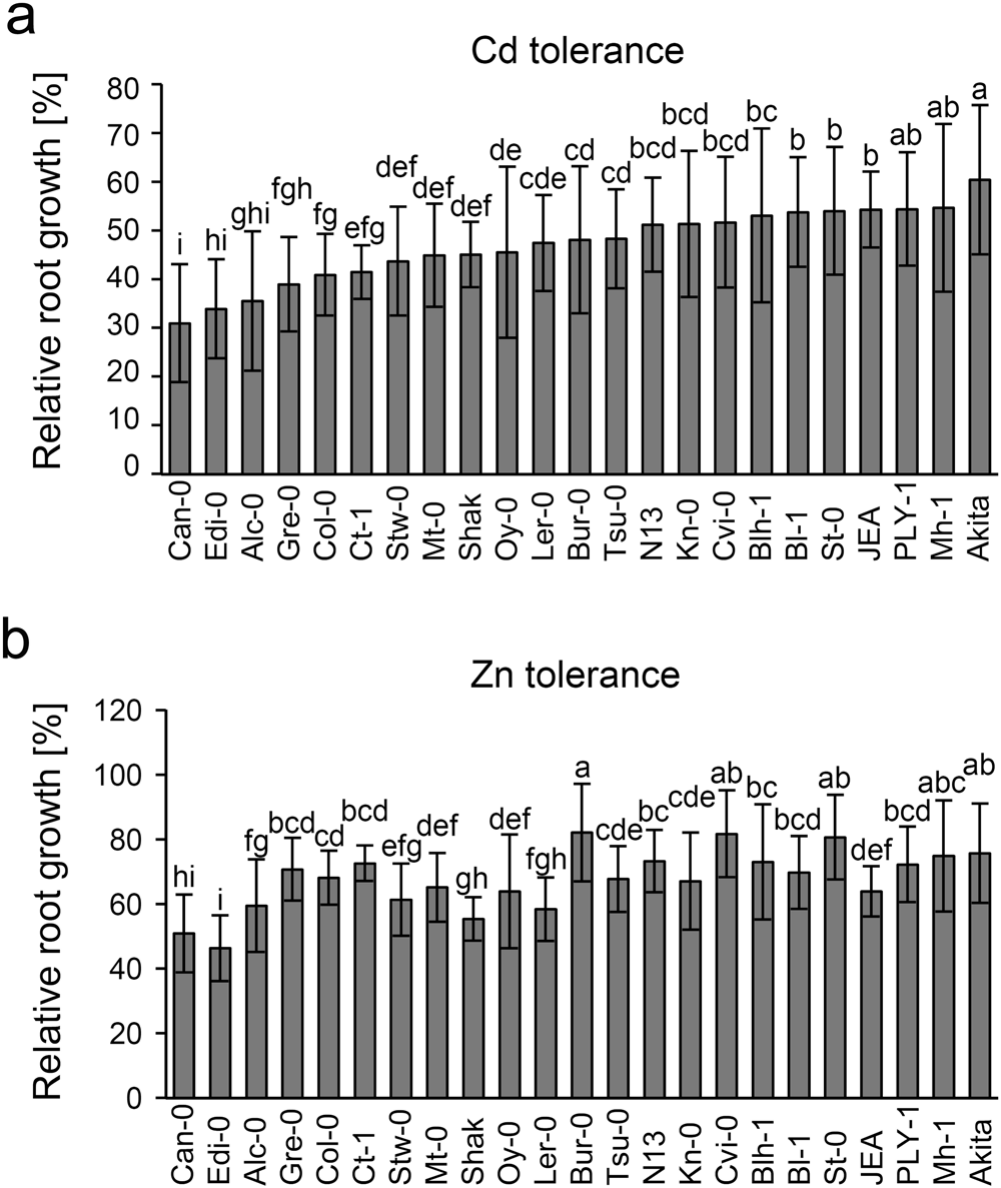
Natural variation in *A. thaliana* Zn and Cd tolerance. 23 accessions of the Versailles Core24 were grown on vertical agar plates under control conditions or in the presence of either 5 µM CdCl_2_ (**a**) or 50 µM ZnSO_4_ (**b**). Length of primary roots was determined after 12–14 d. Relative root growth of seedlings as an indicator for tolerance was calculated as follows: root length metal treatment/mean root length control conditions × 100. Absolute root lengths (in mm) under control conditions were: Bl-1: 64 ± 17; Stw-0:66 ± 26; N13: 69 ± 26; Akita: 70 ± 18; Shak: 77 ± 19; St-0: 82 ± 14; Blh-1: 83 ± 16; Ct-1: 84 ± 19; Kn-0: 85 ± 20; Can-0: 85 ± 16; Mh-1: 87 ± 18; Col-0: 88 ± 15; Ply-1: 90 ± 22; Cvi-0: 90 ± 14; Oy-0: 91 ± 23; Edi-0: 91 ± 16; JEA: 92 ± 22; Tsu-0: 94 ± 21; Ler-0: 94 ± 24; Mt-0: 96 ± 17; Bur-0: 99 ± 22; Gre-0: 102 ± 23; Alc-0: 103 ± 20). Data represent means ± SD. Per accession 17 to 185 plants were compared. The average n was 119. Statistical analysis was performed via one-way ANOVA and data were grouped based on Tukey’s 95% confidence intervals.

With the aim of dissecting the genetic basis for the observed natural variation in *A. thaliana* metal tolerance, we focused on a comparison of the accessions Col-0 and Bur-0. This choice was governed by the difference in Zn and Cd tolerance with Bur-0 showing better relative growth in the presence of both metals and, more importantly, the availability of a recombinant inbred line (RIL) population at the time^22^. First, Zn and Cd tolerance of the two parental accessions were assessed more closely. Both showed similar root growth in control conditions and a dose-dependent growth reduction when treated with Cd or excess Zn (Fig. 2). At 1.5 µM CdCl_2_ the difference in the RRG of Col-0 and Bur-0 became highly significant and largest differences were observed upon addition of 2 µM CdCl_2_ to the medium. Bur-0 reached 74 ± 20% of the length under control conditions (80 ± 24.1 mm) while Col-0 reached only 41 ± 7% of 84 ± 7.6 mm. Under excess Zn conditions the accessions showed significant differences at concentrations ranging from 40 to 140 µM, with highly significant differences in RRG at 80 µM. Here Bur-0 displayed a growth of 53 ± 14%. Col-0 reached only 35 ± 9% RRG.

**Figure 2:**
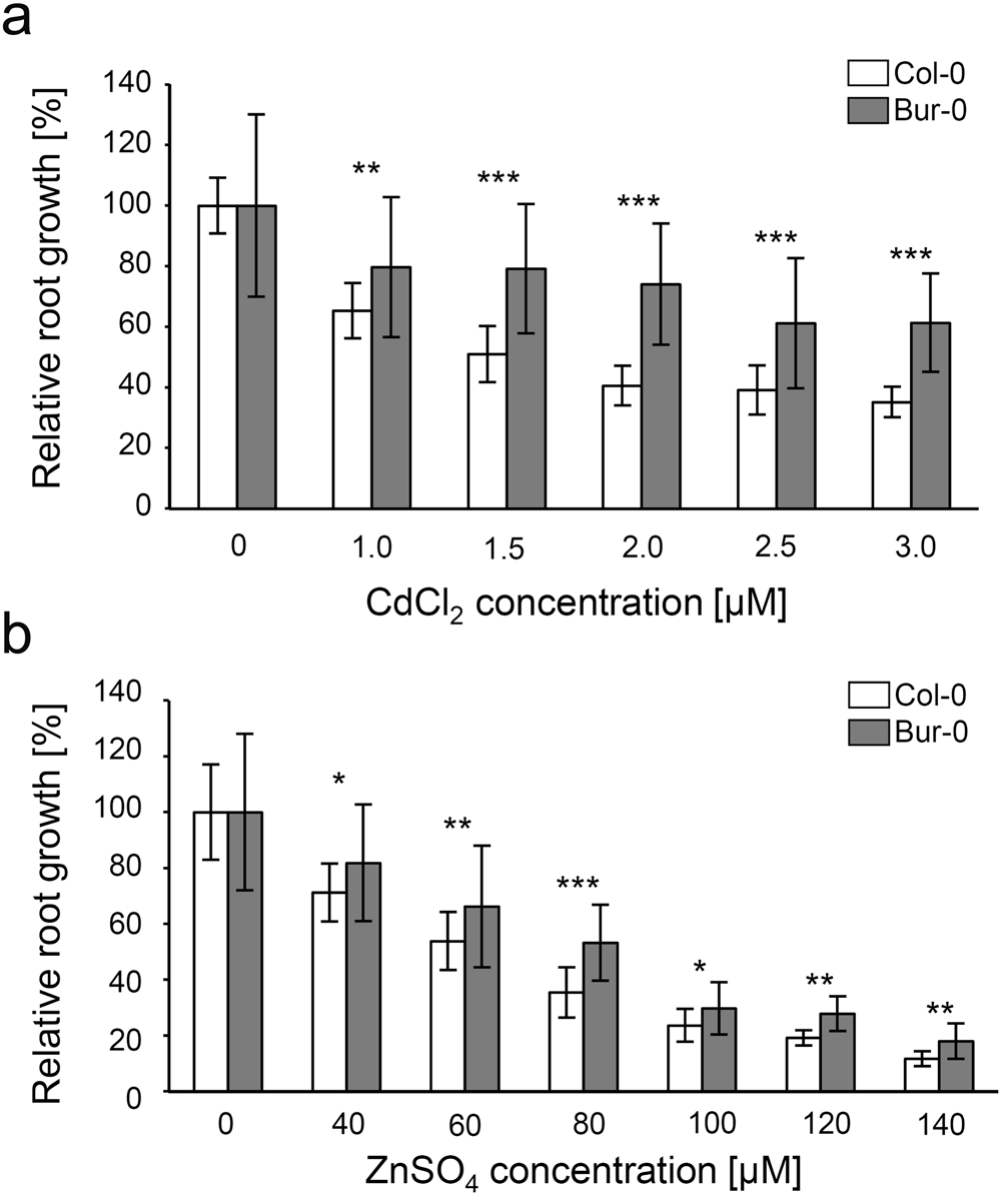
Accessions Col-0 and Bur-0 differ in their root growth response to toxic concentrations of Zn^2+^ and Cd^2+^. Col-0 (white bars) and Bur-0 (grey bars) seedlings were grown on vertical agar plates under control conditions (0 µM extra metal added) or in the presence of either varying concentrations of CdCl_2_ (**a**) or ZnSO_4_ (**b**) Relative root growth of seedlings as an indicator for tolerance was calculated as follows: root length metal treatment/mean root length control conditions × 100. In (**a**) absolute root lengths (in mm) under control conditions were: for Col-0 84 ± 7.6, for Bur-0 80 ± 24.1. Data represent means ± SD of 40–70 individuals grown in two independent experiments. In (**b**) absolute root lengths (in mm) under control conditions were: Col-0 85 ± 15, Bur-0 96 ± 27. Data represent means ± SD of 18–74 individuals grown in 2–4 independent experiments. Significant differences between accessions are indicated by asterisks (***P < 0.001; **P < 0.01; *P < 0.05) and were calculated by one-way ANOVA and subsequent Tukey test, 95% confidence interval.

Variation in metal tolerance observed for seedlings grown *in vitro* does not necessarily apply also to more natural metal excess conditions in soil. Therefore, Col-0 and Bur-0 were exemplarily analyzed in control and in Zn excess soil. Extractable metal content of the soil was analyzed via ICP-OES after HCl extraction. With Fe contents of 168 and 233 µg/g dry soil, Mn contents of 142 and 155 µg/g dry soil as well as Al contents of 267 and 294 µg/g dry soil, similar levels of metal ions could be detected in control and Zn-spiked soil. Zn levels were 52 and 756 µg/g dry soil in control and Zn-spiked soil, respectively. Growth was monitored over the course of the experiment by measuring leaf area (Fig. 3). In control soil the two accessions did not differ significantly. In Zn excess soil, however, Bur-0 showed much better growth than Col-0. After 7 d the relative leaf area (RLA) (% of control) was still at 98 ± 16% for Bur-0 while for Col-0 it had already dropped to 64 ± 4%. At the end of the experiment after 25 d the RLA of Bur-0 was reduced to 50 ± 7% while Col-0 plants showed an RLA of only 19 ± 1%, significantly less than Bur-0. Zn accumulation in leaves of plants grown in Zn excess soil was slightly lower in Bur-0 while Fe accumulation was strongly reduced compared to Col-0. Mn accumulation did not differ between the two accessions (Fig. 3c).

**Figure 3:**
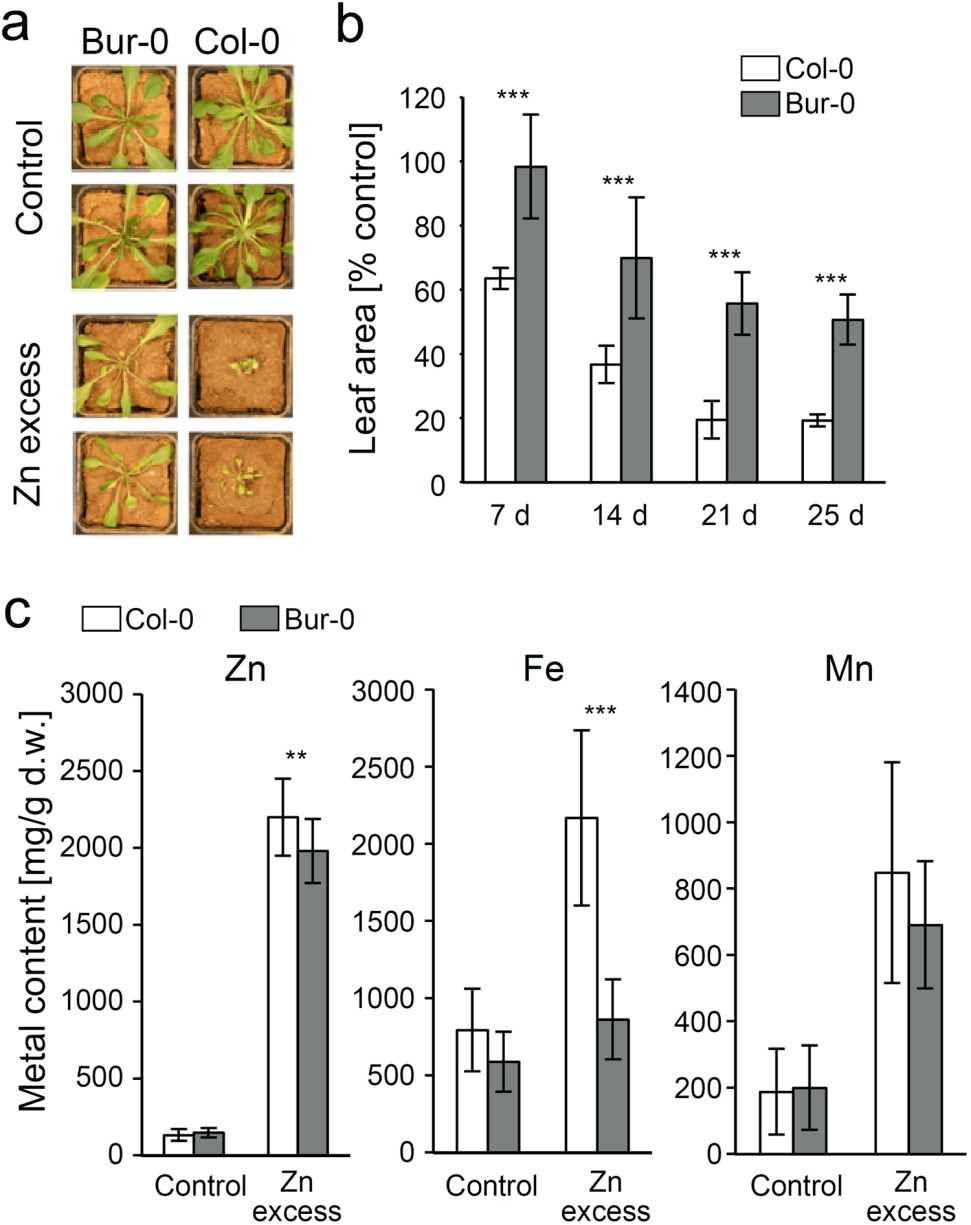
Growth and metal accumulation of accessions Bur-0 and Col-0 are differentially affected by an excess of Zn in the soil. Seven day old Col-0 and Bur-0 seedlings were transferred into soil with contrasting Zn supply. Pictures in (**a**) show plants after 25 d of growth in either control soil (400 mg ZnSO_4_ added per kg soil, 52 µg/g dry soil HCl-extractable Zn) or Zn excess soil (6400 mg ZnSO_4_ added per kg soil, 756 µg/g dry soil HCl-extractable Zn). (**b**): Growth of Col-0 (white bars) and Bur-0 (grey bars) was tracked by quantifying the leaf area of single plants over the course of the experiment. Relative growth for each individual on Zn excess soil was calculated as follows: Leaf area/mean leaf area control soil × 100. Data represent means ± SD of 3 independent experiments with each >10 individual plants per accession and growth condition. (**c**): Metal content of leaves after 25 d of growth on the two contrasting soils. Data represent means ± SD of 3 independent experiments (n = 9, i.e. three sample pools per plant line and condition). Statistical analysis was performed by one-way ANOVA and subsequent Tukey test. The asterisks indicate significant differences between the accessions (***P < 0.001; **P < 0.01), 95% confidence interval. Percentage values were square root transformed prior to statistical analysis.

Final step in the phenotypic analysis of the contrasting accessions was the analysis of metal accumulation in hydroponically grown plants, i.e. under conditions that provide easy access to root tissue. For plants grown in medium with varying Cd concentrations lower Cd accumulation was consistently observed for Bur-0 relative to Col-0 in both roots and shoots (Fig. 4a). Zn differences between the accessions were less pronounced with Bur-0 showing slightly lower Zn levels in roots and higher levels in shoots at the highest tested Zn exposure (Fig. 4b). The micronutrients Fe and Mn were also assessed (Supplementary Fig. S2). Fe contents of Bur-0 roots were lower under all tested conditions. No other consistent differences in metal content between the accessions were found.

**Figure 4:**
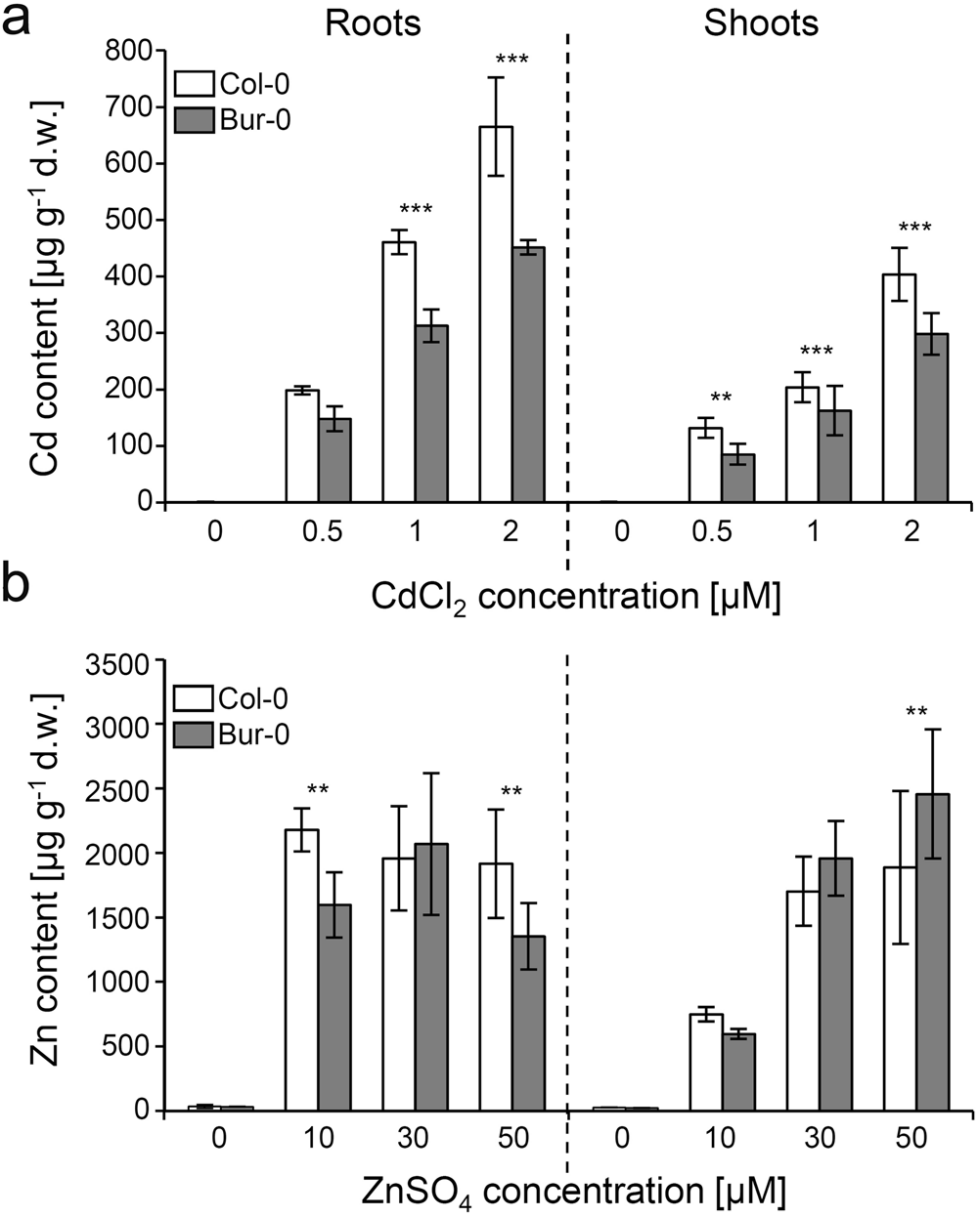
Cd and Zn accumulation differ in hydroponically cultivated Col-0 and Bur-0 plants. Cd (**a**) and Zn (**b**) content of hydroponically grown Col-0 (white bars) and Bur-0 (grey bars) plants was determined in roots (left) and shoots (right) after six weeks of growth. For the last week of cultivation, different concentrations of CdCl_2_ and ZnSO_4_, respectively, were added to the medium. Data represent means ± SD of 3 independent experiments (n = 6, i.e. two sample pools per plant line and condition). Statistical analysis was performed by one-way ANOVA and subsequent Tukey test. The asterisks indicate significant differences between the accessions (***P < 0.001; **P < 0.01), 95% confidence interval.

### Genetic analysis of the difference in Cd tolerance between Col-0 and Bur-0

In order to assess whether the differences in Cd and Zn tolerance of seedlings are possibly linked, we initially analyzed 21 randomly selected RILs of the Bur-0 × Col-0 RIL population. The mean RRG under Zn and Cd stress conditions was strongly correlated (r = 0.7, *P* < 0.001) (Fig. 5a) indicating that differences in Cd and Zn tolerance between Col-0 and Bur-0 might be attributable to variation in the same genes. For the mapping of QTLs underlying natural variation in metal tolerance we then focused on Cd tolerance because the respective phenotypic difference between Col-0 and Bur-0 was more pronounced and also more robust than the difference in Zn tolerance (see Fig. 2).

**Figure 5:**
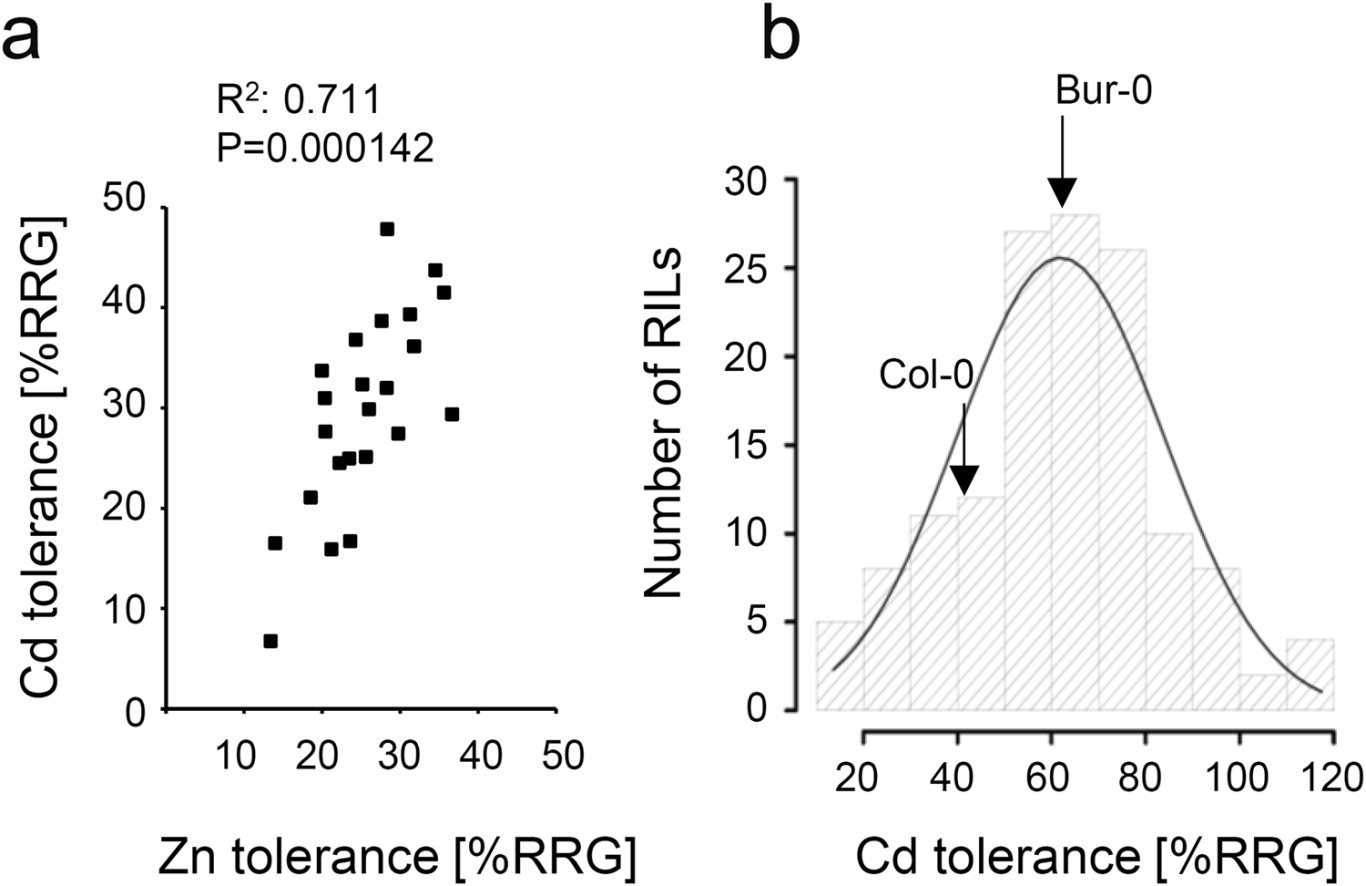
Natural variation of Cd tolerance and its correlation with Zn tolerance in a Bur-0 × Col-0 RIL population. (**a**) Pearson product moment correlation of Zn and Cd tolerance, assessed as % relative root growth (%RRG), of 21 randomly chosen Bur-0 × Col-0 RILs and the two parent accessions. (**b**) Frequency distribution and fitted normal distribution of Cd tolerance among the tested 131 Bur-0 × Col-0 RILs.

Growth of the RIL population was assessed at 2 µM CdCl_2_ stress since the growth difference between Bur-0 and Col-0 was most prominent at this concentration (Fig. 2b). In 14 separate assays conducted to test the Cd tolerance of all RILs, Bur-0 and Col-0 showed a mean RRG of 65 ± 10% and 43 ± 10%, respectively. Of the 164 RILs 131 could be included in the mapping analysis. The germination frequency of the other 33 lines was too low to ensure accurate determination of the Cd tolerance. The RRG of the 131 selected lines was normally distributed and varied from 13.5 to 117.5% (Fig. 5b).

The program MapQTL5^®^ was used to correlate genotypic and phenotypic information of all RILs. QTLs with a logarithm of odds (LOD) score of greater than 3 (95% confidence interval as calculated by MapQTL5^®^) were detected on chromosome 4 between 5.6 and 6.9 Mb as well as 13.2 and 17.7 Mb, and on chromosome 5 between 2.9 and 5.3 Mb (Fig. 6a,b). These QTLs explained 16, 12 and 23%, respectively, of the difference in Cd tolerance between Col-0 and Bur-0. Using the relative seedling weight as tolerance readout, QTL regions were detected in the same positions, albeit with less statistical significance (Supplementary Fig. S3). The mapped QTL regions contain 355, 299 and 759 genes. The only gene located within the QTLs that was previously implicated in Cd tolerance is *HMA3* (At4G30120). This heavy metal ATPase was shown to influence natural variation in Cd accumulation in *A. thaliana* shoots^23^, and HMA3 overexpression resulted in a slight increase in Cd tolerance^24^. Col-0 is known to carry a defective *HMA3* allele^25^. We therefore transformed Col-0 with the *HMA3*_Bur-0_ allele. However, no consistent increase in Cd tolerance was observed when independent transgenic lines were compared to Col-0. The minor increase in Cd tolerance in one transgenic line did not correlate with the expression level of *HMA3*_*Bur-0*_ (Supplementary Fig. S4), indicating that a functional HMA3 does not alleviate Cd toxicity under our assay conditions. Instead, other genes must be responsible for the observed difference in Cd tolerance between Bur-0 and Col-0. Even the phytochelatin-deficient Cd hypersensitive *cad1-3* mutant in Col-0 background showed only a minor, non-significant gain in Cd tolerance when expressing the *HMA3*_Bur-0_ allele (Supplementary Fig. S4).

**Figure 6:**
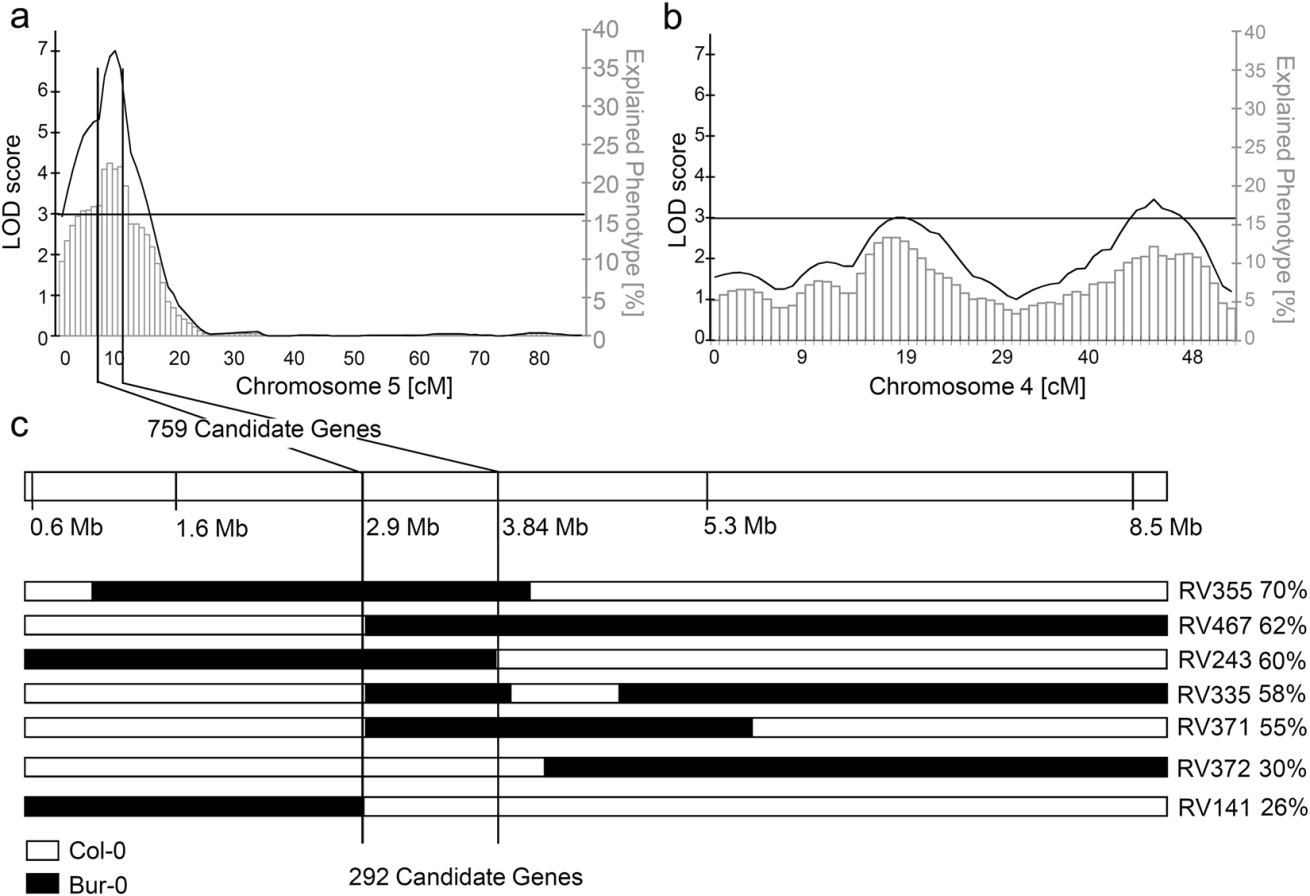
Genetic linkage mapping of loci contributing to variation in Cd tolerance across the Bur-0 × Col-0 RIL population. QTL mapping with MapQTL5 after determination of the relative root growth of 131 RILs at 2 µM CdCl_2_ detected a major QTL on chromosome 5 (**a**) and two minor QTLs on chromosome 4 (**b**). (**c**) Through additional marker analysis the QTL on chromosome 5 was narrowed to an interval located between 2.9 and 4.01 Mb. Indicated are the genotypes (white: Col-0; black Bur-0) and the Cd tolerance (in %RRG) for informative RILs.

Further analysis was focused on the QTL on chromosome 5 since it had the largest effect on the phenotypic difference between Bur-0 and Col-0. RILs containing mainly Bur-0 alleles in this QTL region were selected. Genetic markers were generated for the interval between 2.9 and 5.3 Mb and then used to narrow the QTL interval to between 2.9 and 3.84 Mb (Fig. 6c). Within this region, between At5g09370 and At5G11900, 292 genes are located. A comparison with a list of 243 *A. thaliana* genes annotated as metal homeostasis-related^26^ showed that none of these is positioned in this interval.

### Identification of putative candidate genes

Because of this lack of obvious candidate genes we employed two different strategies to find the genes most plausibly involved in Cd tolerance. First, we searched for genes in the mapped interval that contain polymorphisms between the two accessions^27, 28^. SNPs and indels in coding regions were highlighted and those resulting in an amino acid exchange were prioritized. In 155 genes a total of 395 such SNPs were detected. They were analyzed for their putative impact on protein functionality. A SIFT analysis^29, 30^ revealed that 51 genes carry nonsynonymous SNPs or indels predicted to be deleterious for protein function (Supplementary Table S1). The Bur-0 genome apparently carries polymorphisms possibly rendering 49 of these proteins nonfunctional. Two proteins were predicted to be functional in Bur-0 but not in Col-0, including the Mg transporter MGT7 (At5g09690). One gene appears to be nonfunctional in both accessions (At5g09730).

In our initial screen we observed that Cvi-0 and St-0 showed levels of Zn and Cd tolerance similar to Bur-0 (Fig. 1). While QTLs are of course population-dependent we nonetheless analyzed all genes of the QTL region for their functionality in Cvi-0 and St-0 and compared the results to the SIFT analysis for Bur-0. This comparison showed that of the two genes which are predicted to be non-functional in Col-0 but functional in Bur-0, only MGT7 is also predicted to be functional in Cvi-0 and St-0 highlighting it as a candidate for the observed QTL. Furthermore 11 of the 49 genes, predicted to be non-functional in Bur-0, are also predicted as non-functional in Cvi-0 and St-0 (Supplementary Table S2).

The second strategy searched for expression differences between Col-0 and Bur-0 in genes present in the mapped interval. 

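The roots of 2 Arabidopsis accessions, Bur-0 and Col-0, were compared on Affymetrix ATH1 arrays with 22810 probe sets. Plants grew in hydroponic culture for 6 weeks, and the Cd groups received 1 µM CdCl2 for 1 week. Each of the 4 groups (Bur-0 control, Bur-0 Cd, Col-0 control and Col-0 Cd) was measured on 2 arrays, 1 for each of 2 root pools, and this number limits the precision of every value. The authors' RMA values were used on their log2 scale, and 16964 probe sets that were not called absent on all 8 arrays were tested. A linear model with moderated variance (limma) gave the change with Cd in each accession, the difference between the accessions in each condition, and the difference between the 2 changes (the interaction). All gene values are therefore differences of log2 means of 2 arrays with their standard error (SE). The SE comes from 1 spread per probe set that the 4 groups share, so it is the same in both accessions. A probe set counted as called when it differed at least 2-fold with an adjusted p under 0.05 (Benjamini-Hochberg). A group mean below a log2 of 2.5 in a probe set with an absent call is called close to background, a limit chosen after the data were seen. A change from or to such a level is a lower limit of its size, and an interaction that includes one is not an exact value. Lists of genes were tested with camera, which compares a list with all other probe sets, first with a fixed correlation of 0.01 between genes and then with the correlation estimated from the arrays. The lists were also compared with the sets of called genes by a 1-sided Fisher's exact test. Several lists have the themes of GO terms that the paper reports from these same arrays. Their tests are no independent support of the paper. Replicate arrays had a median absolute log2 difference between 0.131 and 0.150 in 3 groups, with 16 to 34 probe sets at least 2-fold apart. The 2 Col-0 Cd arrays lay further apart, with a median of 0.366 and 1483 such probe sets. The values of Col-0 Cd replicate 1 had a standard deviation of 1.89 against 2.01 to 2.04 on the other arrays. Between replicates the median standard deviation was 0.259 in Col-0 Cd and 0.0924 to 0.106 in the other groups. The shared spread therefore tends to make the SE too small for Col-0 changes and too large for Bur-0 changes. With only the compared arrays 524 were called up and 453 down in Col-0, and 1127 and 775 in Bur-0. Each test was repeated without each array in turn, and where a result is first given the text names arrays whose removal changed its call or moved a count more than 1.5 times. Without 1 of the Col-0 Cd arrays the spread of that pair no longer enters the fit. A call kept or gained there is therefore no added support. Any fit without 1 array has fewer degrees of freedom. A call lost there can reflect lower precision and need not rest on that array. Arrays of 1 accession do not enter the change with Cd of the other. A call lost without them reflects only the shared estimate of the spread. No called change with Cd of a named gene or list had the other direction under cyclic loess normalization of the arrays. Under quantile normalization, chosen after the data were seen, no called list had the other direction, and changes of single genes were not compared.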

A microarray experiment was conducted to find Cd responsive genes and to search for differential expression in Bur-0 and Col-0. Because this analysis is genome-wide it additionally provided information on natural variation of transcriptional responses to Cd exposure in *A. thaliana*. A comparatively mild Cd treatment was chosen in order to avoid confounding effects through differences in the severity of stress for the two accessions. Hydroponic growth in medium with 1 µM CdCl_2_ resulted in comparable growth reduction as determined by RLA: 57 ± 11% for Bur-0 and 58 ± 5% for Col-0 (Supplementary Fig. S5). As a sensitive biochemical marker for Cd exposure we analyzed the accumulation of PCs. PC synthesis is activated by cytosolic Cd and therefore can be used as readout for biologically active symplastic Cd levels. Comparable amounts of PC2 and PC3 accumulated in roots and shoots of Col-0 and Bur-0 during the Cd exposure indicating equal activation of AtPCS1 (Supplementary Fig. S5). Transcriptome changes in roots as the tissue of immediate Cd impact were analyzed using the ATH1 chip. 

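RHS18 (AT5G22410), a peroxidase gene of root hair cells, fell by 1.84 (SE 0.18, limma adjusted p = 0.000144) in Bur-0 and rose by 1.69 (SE 0.18, limma adjusted p = 0.000481) in Col-0. The interaction was −3.53 (SE 0.25, limma adjusted p = 0.00102). PRP3 (AT3G62680), which encodes a cell wall protein of root hairs, fell by 2.18 (SE 0.23, limma adjusted p = 0.000238) in Bur-0. Its change in Col-0 was −0.70 (SE 0.23, limma adjusted p = 0.0669) and passed at −1.0 (adjusted p = 0.0019) without Col-0 Cd replicate 1. The mitotic cyclin gene CYCB1;4 (AT2G26760) and the cytokinesis syntaxin gene SYP111 (AT1G08560) had changes of −1.14 (SE 0.17, limma adjusted p = 0.00197) and −1.14 (SE 0.16, limma adjusted p = 0.00107) in Bur-0. In Col-0 their changes were −0.77 (SE 0.17, limma adjusted p = 0.0171) and −0.71 (SE 0.16, limma adjusted p = 0.0157), below 2-fold. Of 13 root hair markers 7 fell and 1 rose in Bur-0, with the same counts adjusted over the list alone (camera adjusted p = 0.000247, adjusted p = 0.175 with an estimated correlation). In Col-0 3 fell and 2 rose, the same adjusted over the list alone (camera adjusted p = 0.458, adjusted p = 0.724 with an estimated correlation), and 0 fell without Col-0 control replicate 1 or without Col-0 control replicate 2. The decrease of root hair markers was larger in Bur-0, with 6 of them adjusted over the list alone against 1 otherwise (interaction, camera adjusted p = 8.15e-06, adjusted p = 0.132 with an estimated correlation). The 1 call became 4 and 5 without Col-0 Cd replicate 1 and Col-0 Cd replicate 2.

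Of 12 markers of dividing cells 4 fell in Bur-0, and 4 adjusted over the list alone (camera adjusted p = 1.06e-05, adjusted p = 0.122 with an estimated correlation). This count was 2 without Bur-0 control replicate 2, Bur-0 Cd replicate 1 or Bur-0 Cd replicate 2. In Col-0 2 of them fell, and 2 adjusted over the list alone (camera adjusted p = 5.95e-05, adjusted p = 0.125 with an estimated correlation). Here the count was 1 without either Bur-0 control array, either Bur-0 Cd array or Col-0 Cd replicate 1, 0 without either Col-0 control array, and 4 without Col-0 Cd replicate 2. Markers of xylem secondary walls fell in 4 of 13 cases in Bur-0, also adjusted over the list alone (camera adjusted p = 0.000351, adjusted p = 0.175 with an estimated correlation). They fell in 2, 1, 0 and 1 without Bur-0 control replicate 1, Bur-0 control replicate 2, Bur-0 Cd replicate 1 and Bur-0 Cd replicate 2. Col-0 had 3 xylem markers that fell, the same adjusted over the list alone (camera adjusted p = 0.000173, adjusted p = 0.165 with an estimated correlation). There were 1, 5 and 1 without Col-0 control replicate 1, Col-0 Cd replicate 1 and Col-0 Cd replicate 2.

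Among 18 markers of endodermal and suberized cells 2 rose and 1 fell in Bur-0, the same adjusted over the list alone (camera adjusted p = 0.183, adjusted p = 0.57 with an estimated correlation). The 2 increases were 1 without Bur-0 control replicate 1, Bur-0 Cd replicate 1, Col-0 control replicate 1 or Col-0 control replicate 2 and 0 without Bur-0 control replicate 2 or Bur-0 Cd replicate 2. In Col-0 1 rose and 3 fell, 4 adjusted over the list alone (camera adjusted p = 0.437, adjusted p = 0.757 with an estimated correlation). There was 1 decrease without Col-0 control replicate 1, Col-0 control replicate 2 or Col-0 Cd replicate 2 and 5 without Col-0 Cd replicate 1. Markers of green shoot tissue had a median change of −0.76 in Bur-0 over 13 probe sets (camera adjusted p = 0.0208, adjusted p = 0.545 with an estimated correlation), and the test was lost without Bur-0 control replicate 1 (adjusted p = 0.0815) and without Bur-0 Cd replicate 2 (adjusted p = 0.0833). Their median in Col-0 was −0.16 and their mean −0.11, although the test pointed upward (camera adjusted p = 0.848, adjusted p = 0.959 with an estimated correlation). The medians on the 2 Col-0 Cd arrays were −1.01 and 0.51, and without Col-0 Cd replicate 1 the adjusted p was 0.0145. GAPA (AT3G26650), a chloroplast enzyme, was the 1 green marker called in Col-0 (0 adjusted over the list alone) at 1.25 (SE 0.37, limma adjusted p = 0.0468), and the call was lost without each array except Col-0 Cd replicate 1. The interaction was called for the endodermal markers (camera adjusted p = 0.00422, adjusted p = 0.311 with an estimated correlation) but not without Bur-0 Cd replicate 2 (adjusted p = 0.0741) or Col-0 Cd replicate 2 (adjusted p = 0.184). For the green markers it was called (camera adjusted p = 0.00228, adjusted p = 0.443 with an estimated correlation) but not without Col-0 control replicate 2 (adjusted p = 0.0691) or Col-0 Cd replicate 2 (adjusted p = 0.604). Xylem and dividing cell markers had interaction tests that were not called. These gave camera adjusted p = 0.981, adjusted p = 0.989 with an estimated correlation for xylem. For dividing cells they gave camera adjusted p = 0.335, adjusted p = 0.547 with an estimated correlation. The xylem test pointed downward, with a median difference of 0.00 and a mean of −0.01. Reference genes for expression studies had changes with Cd between −0.42 for UBQ10 (AT4G05320) and 0.37 for TIP41 (AT4G34270), both in Col-0. ACT2 (AT3G18780) had changes of −0.14 in Bur-0 and −0.22 in Col-0. Between the accessions UBQ10 was called lower in Bur-0, by 1.635 (SE 0.31, limma adjusted p = 0.0166) in control roots and by 1.176 (SE 0.31, limma adjusted p = 0.0382) under Cd. The first call was lost without any 1 control array (adjusted p from 0.108 to 0.152). The second was lost without any 1 control array or Bur-0 Cd array (adjusted p from 0.0773 to 0.225), and was 0.61, below 2-fold, without Col-0 Cd replicate 2. The other 5 reference genes were not called different between the accessions. Sequence variation at the probes was not examined.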

For 183 genes in the QTL interval expression was detected. Out of these 35 genes showed differences between Col-0 and Bur-0. They either responded only in Bur-0 or only in Col-0, or were responsive in both accessions but showed at least a twofold difference in transcript level between the accessions under control or treatment conditions (Supplementary Fig. S6). For example, At5g09570 encoding a Cox19-like protein of unknown function showed higher expression level under control conditions and was more Cd responsive in Bur-0. 

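The flowering repressor gene FLC (AT5G10140) lies in the interval and was chosen after its values were seen. It was higher in Bur-0 than in Col-0 by 5.08 in control roots (SE 0.35, limma adjusted p = 8.14e-05) and by 4.30 under Cd (limma adjusted p = 0.000186). The first value is a lower limit, since FLC was close to background in Col-0 control roots. MGT7 (AT5G09690), a magnesium transporter gene, had changes with Cd of 0.48 (SE 0.22, limma adjusted p = 0.175) in Bur-0 and −0.44 (SE 0.22, limma adjusted p = 0.2) in Col-0. Under Cd its level was higher in Bur-0 by 1.24 (SE 0.22, limma adjusted p = 0.0081), with adjusted p = 0.0644 without Bur-0 Cd replicate 1, 0.0849 without Bur-0 Cd replicate 2, and a difference of 0.91, below 2-fold, without Col-0 Cd replicate 1. The beta-xylosidase gene BXL3 (AT5G09730) had changes of 0.00 (SE 0.22, limma adjusted p = 0.995) and 0.16 (SE 0.22, limma adjusted p = 0.656) in Bur-0 and Col-0, with all 4 group means close to background. A probe set shared by AT5G09710 and the magnesium transporter gene AT5G09720 rose by 1.32 (SE 0.21, limma adjusted p = 0.00325) in Col-0. Bur-0 had 0.95 (SE 0.21, limma adjusted p = 0.0113), with a call at 1.24 (adjusted p = 0.0118) without Bur-0 control replicate 2. In the gene annotation the interval holds 338 loci, 267 of them protein-coding. Tested probe sets numbered 188 and represent 191 loci. A change with Cd in at least 1 accession was called for 14.9% of them and for 14.1% of all tested probe sets.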

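Among the genes called in both accessions, GLR2.5 (AT5G11210), which encodes a glutamate receptor-like channel, rose by 2.4 (SE 0.21, limma adjusted p = 7.63e-05) in Bur-0 and by 1.39 (SE 0.21, limma adjusted p = 0.00258) in Col-0. AGP4 (AT5G10430), an arabinogalactan protein gene, changed by −2.22 (SE 0.34, limma adjusted p = 0.00208) in Bur-0 and by −2.4 (SE 0.34, limma adjusted p = 0.00213) in Col-0. The homeobox gene KNAT4 (AT5G11060) rose by 2.34 (SE 0.27, limma adjusted p = 4e-04) in Bur-0 and by 1.59 (SE 0.27, limma adjusted p = 0.00474) in Col-0, and the Col-0 call was lost without Col-0 control replicate 2 (adjusted p = 0.0573). RBK1 (AT5G10520), a receptor-like cytosolic kinase gene, rose by 1.37 (SE 0.20, limma adjusted p = 0.00158) in Bur-0, and GulLO3 (AT5G11540), a gulonolactone oxidase gene, fell by 1.27 (SE 0.18, limma adjusted p = 0.00124) there. Their changes in Col-0 were 0.13 (SE 0.20, limma adjusted p = 0.681) and −0.75 (SE 0.18, limma adjusted p = 0.0212). The synaptotagmin gene SYTD (AT5G11100) fell by 1.41 (SE 0.22, limma adjusted p = 0.00293) in Col-0, where Bur-0 had −0.79 (SE 0.22, limma adjusted p = 0.0318). GLR2.5 and KNAT4 in both control groups and GulLO3 in both Cd groups were close to background, so that their called changes are lower limits. In the interval 10 probe sets rose and 8 fell in Bur-0, 8 rose and 8 fell in Col-0, and 6 were called in both. The total of 18 in Bur-0 was 10 without Bur-0 control replicate 1, and the total of 16 in Col-0 was 10 without Col-0 control replicate 1 and 35 without Col-0 Cd replicate 2. A call in 1 accession alone was found for 12 probe sets in Bur-0 and 10 in Col-0, and 2 of those called in both, KNAT4 and GLR2.5, were also called higher in Bur-0 than in Col-0 under Cd. For KNAT4 this difference was lost without Bur-0 Cd replicate 1 (adjusted p = 0.143), Bur-0 Cd replicate 2 (adjusted p = 0.175) or either Col-0 control array (adjusted p = 0.0575), and was 0.72, below 2-fold, without Col-0 Cd replicate 2. For GLR2.5 it was lost without Bur-0 Cd replicate 1 (adjusted p = 0.07) or Bur-0 Cd replicate 2 (adjusted p = 0.0539), and was 0.93, below 2-fold, without Col-0 Cd replicate 1. These 24 probe sets were counted as different, and 40 were without Col-0 Cd replicate 2. A further 9 differed between the accessions without a call with Cd. An interaction was called for 1 of the 188, AT5G11570, also when adjusted over the interval alone, and 24 passed at an unadjusted p under 0.05.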

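AT5G09570 rose by 2.94 (SE 0.32, limma adjusted p = 0.00059) in Col-0 roots with Cd. In Bur-0 the change was 0.91 (SE 0.32, limma adjusted p = 0.0808). Bur-0 and Col-0 differed by 0.21 (SE 0.32, limma adjusted p = 0.845) in control roots and by −1.82 (SE 0.32, limma adjusted p = 0.00764) under Cd, so that the level under Cd was lower in Bur-0. The log2 means were 2.43 in Bur-0 control, 3.34 in Bur-0 Cd, 2.22 in Col-0 control and 5.15 in Col-0 Cd. The interaction was −2.03 (SE 0.46, limma adjusted p = 0.0877). It was −2.57 without Bur-0 Cd replicate 1, −2.28 without Col-0 Cd replicate 1 and −1.77 without Col-0 Cd replicate 2. Without Bur-0 Cd replicate 2 the increase in Bur-0 was called at 1.45 (adjusted p = 0.0148). The probe set was called absent on 4 of the 8 arrays, and both control levels are close to background. The increase in Col-0 is therefore a lower limit, the interaction is not exact, and a difference between the control levels cannot be measured.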

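The transcript of AT5G11570, a putative peptide transporter gene, fell by 3.25 (SE 0.26, limma adjusted p = 5.96e-05) in Bur-0 roots with Cd. In Col-0 its change was 0.02 (SE 0.26, limma adjusted p = 0.961). The mean log2 level in control roots was 4.77 in Bur-0 and 1.72 in Col-0, a difference of 3.05 (SE 0.26, limma adjusted p = 0.000279). Under Cd the levels were 1.52 and 1.74, a difference of −0.22 (SE 0.26, limma adjusted p = 0.608). The interaction was −3.27 (SE 0.37, limma adjusted p = 0.0067). It was lost without Bur-0 control replicate 1 (adjusted p = 0.05), Bur-0 control replicate 2 (adjusted p = 0.0613), Bur-0 Cd replicate 1 (adjusted p = 0.0601), Bur-0 Cd replicate 2 (adjusted p = 0.0599) or Col-0 control replicate 1 (adjusted p = 0.0635). The levels in Col-0 and in Bur-0 under Cd are close to background, and 3 of the 8 arrays had an absent call. The decrease in Bur-0 is therefore a lower limit of its size. A decrease in Col-0 cannot be measured from this level, so the interaction does not tell whether the response differed.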

Transcript abundance of the putative oligopeptide transporter gene At5g11570 was Cd-repressed only in Col-0.

### Natural variation in *A. thaliana* Cd responses

The transcriptome data enabled global analysis of variation in Cd response. In total the expression of 16,022 genes was analyzed in root tissue. 

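AOP2 (AT4G03060), which encodes an enzyme of glucosinolate side-chain modification, was higher in Bur-0 than in Col-0 control roots by 3.34 (SE 0.18, limma adjusted p = 2.18e-05). Under Cd the difference was 0.06 (SE 0.18, limma adjusted p = 0.858). AOP2 was close to background in all groups except Bur-0 control, so that its difference in control roots is a lower limit and a difference under Cd cannot be measured. TIP2;3 (AT5G47450), an aquaporin gene of the vacuolar membrane, was the reverse, at −3.41 (SE 0.26, limma adjusted p = 0.000116) in control roots and −3.14 (SE 0.26, limma adjusted p = 0.000167) under Cd. The potassium transporter gene HAK5 (AT4G13420) was higher in Bur-0 by 2.09 (SE 0.23, limma adjusted p = 0.000936) in control roots and 1.61 (SE 0.23, limma adjusted p = 0.00266) under Cd. NAS1 (AT5G04950), which makes the metal chelator nicotianamine, was higher in Bur-0 by 1.95 (SE 0.17, limma adjusted p = 0.000268) and 1.39 (SE 0.17, limma adjusted p = 0.00123). In control roots 272 probe sets were higher and 377 lower in Bur-0, and under Cd 672 were higher and 489 lower. The counts in control roots were 120 and 185 without Bur-0 control replicate 1, 119 and 175 without Bur-0 control replicate 2, 123 and 189 without Col-0 control replicate 1, and 121 and 212 without Col-0 control replicate 2. Under Cd they were 383 and 323 without Bur-0 Cd replicate 1, 286 and 296 without Bur-0 Cd replicate 2, and 1673 and 866 without Col-0 Cd replicate 2. Of these probe sets 346 differed the same way in both conditions, and 210 of the 346 were lower in Bur-0. Sequence variation between the accessions can affect hybridization to the probes and was not examined. Some differences between the accessions may therefore not be of transcript level.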

Fold changes were determined for each gene after Cd treatment and expression was compared between Bur-0 and Col-0. A differential expression was defined as a ≥2fold change of expression and a *P*_adj_ of <0.05. 

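In Col-0 roots the largest increases with Cd included BCA3 (AT1G23730), a carbonic anhydrase gene, which rose by 4.63 (SE 0.22, limma adjusted p = 3.82e-06) in Bur-0 and by 6.14 (SE 0.22, limma adjusted p = 1.99e-06) in Col-0. PYD4 (AT3G08860), an aminotransferase gene, rose by 3.56 (SE 0.15, limma adjusted p = 2.24e-06) in Bur-0 and by 5.68 (SE 0.15, limma adjusted p = 6.04e-07) in Col-0. AGL44 (AT2G14210), a MADS-box gene of nitrate signalling in roots, changed by −3.13 (SE 0.30, limma adjusted p = 0.000141) in Bur-0 and by −4.20 (SE 0.30, limma adjusted p = 7.74e-05) in Col-0. CER4 (AT4G33790), which forms primary alcohols for surface waxes, changed by −2.55 (SE 0.36, limma adjusted p = 0.00133) in Bur-0 and by −3.57 (SE 0.36, limma adjusted p = 4e-04) in Col-0. A cytochrome P450 gene, CYP712A1 (AT2G42250), changed by −4.56 (SE 0.42, limma adjusted p = 0.000109) in Bur-0 and by −5.11 (SE 0.42, limma adjusted p = 0.000141) in Col-0. Levels close to background make both changes of BCA3, PYD4 and CER4 and the Col-0 change of AGL44 lower limits. Over all tested probe sets 716 rose and 764 fell in Col-0. The decreases numbered 452 without Col-0 control replicate 1, 495 without Col-0 control replicate 2 and 1788 without Col-0 Cd replicate 2. The median log2 change was 1.43 among the increases and −1.31 among the decreases, and 54 and 26 of them were at least 8-fold.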

In Col-0 698 genes were up-regulated upon Cd treatment and 736 were down-regulated. In Bur-0 more genes were Cd responsive, namely 1090 were up- and 722 were down-regulated. 

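AT4G33710, a gene for a protein of the PR-1 family, rose by 8.60 (SE 0.33, limma adjusted p = 1.97e-06) in Bur-0 and by 7.58 (SE 0.33, limma adjusted p = 4.87e-06) in Col-0. DIR5 (AT1G64160), a dirigent protein gene of lignan formation, rose by 7.62 (SE 0.21, limma adjusted p = 3.76e-07) in Bur-0 and by 4.99 (SE 0.21, limma adjusted p = 4.87e-06) in Col-0. The patatin-like lipase gene PLA2A (AT2G26560) rose by 7.20 (SE 0.23, limma adjusted p = 8.1e-07) in Bur-0 and by 5.84 (SE 0.23, limma adjusted p = 3.8e-06) in Col-0. The peroxidase gene PRX52 (AT5G05340) rose by 5.87 (SE 0.28, limma adjusted p = 4.16e-06) in Bur-0 and by 3.54 (SE 0.28, limma adjusted p = 0.000127) in Col-0. CYP93D1 (AT5G06900), a cytochrome P450 gene, changed by −5.0 (SE 0.24, limma adjusted p = 4.04e-06) in Bur-0 and by −3.23 (SE 0.24, limma adjusted p = 9.09e-05) in Col-0. The oxygenase gene AT1G80320 changed by −5.0 (SE 0.29, limma adjusted p = 9.73e-06) in Bur-0 and by −3.32 (SE 0.29, limma adjusted p = 0.000168) in Col-0. Both changes of AT4G33710, PRX52 and CYP93D1, the Bur-0 change of DIR5 and the Col-0 change of AT1G80320 are lower limits, because 1 level of each is close to background. In Bur-0 roots 1105 probe sets rose and 747 fell, with median log2 changes of 1.59 and −1.39. At least 8-fold changes were 153 of the increases and 25 of the decreases.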

522 and 388 genes, respectively, responded qualitatively in the same way in both accessions (Supplementary dataset S1). 

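DIN2 (AT3G60140), a beta-glucosidase gene induced by sugar starvation, rose by 6.68 (SE 0.18, limma adjusted p = 3.76e-07) in Bur-0 and by 6.49 (SE 0.18, limma adjusted p = 6.04e-07) in Col-0. The germin-like gene AT5G38910 rose by 6.00 (SE 0.18, limma adjusted p = 7.14e-07) in Bur-0 and by 5.54 (SE 0.18, limma adjusted p = 1.91e-06) in Col-0. DMP1 (AT3G21520), a gene for a membrane protein of senescing cells, rose by 5.22 (SE 0.21, limma adjusted p = 2.18e-06) in Bur-0 and by 4.76 (SE 0.21, limma adjusted p = 6.23e-06) in Col-0. UMAMIT14 (AT2G39510), which encodes an amino acid exporter, changed by −4.33 (SE 0.33, limma adjusted p = 4.61e-05) in Bur-0 and by −3.65 (SE 0.33, limma adjusted p = 0.000225) in Col-0. AT5G01740, a gene of the nuclear transport factor 2 family, changed by −4.06 (SE 0.17, limma adjusted p = 2.18e-06) in Bur-0 and by −3.22 (SE 0.17, limma adjusted p = 1.33e-05) in Col-0. The increases of DIN2 and DMP1 are lower limits, as their control levels are close to background. Both accessions shared 529 increases and 404 decreases, where 46.6 and 33.6 would be shared by independent sets of the same size. Only 3 probe sets rose in Bur-0 and fell in Col-0, and 3 did the reverse. In all, 2393 probe sets were called in at least 1 accession, and 3765 without Col-0 Cd replicate 2. Of the 2393, 94.7% had a change of the same sign in both accessions.

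**Figure D1:**
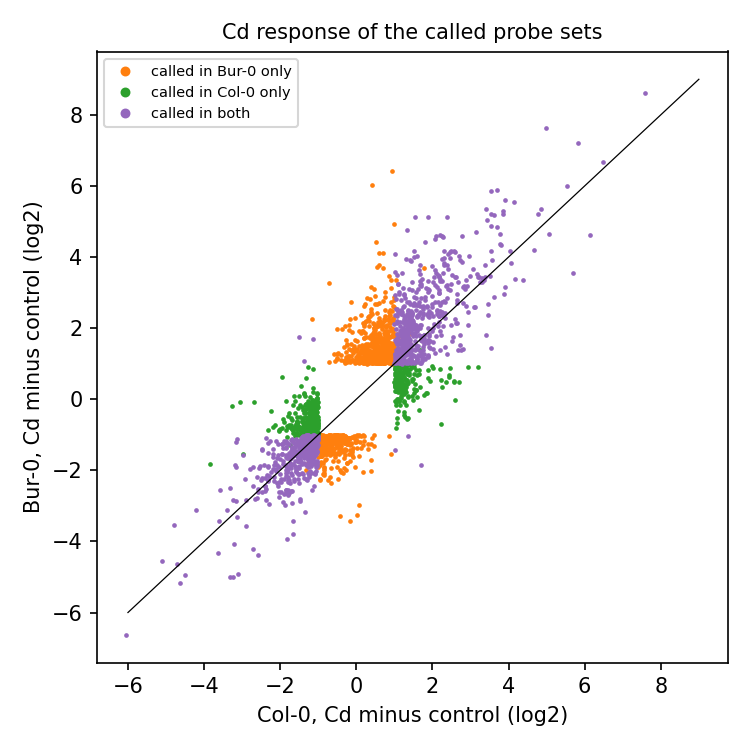
Change with Cd (log2) in Bur-0 against the change in Col-0 for each probe set called in at least 1 accession. The line marks equal changes.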

An enrichment analysis of the functional classes of those 2336 genes was performed and significant over- or underrepresentation determined (Fig. 7 and Supplementary dataset S2). In this way an *A. thaliana* Cd core response can be defined. Several biological processes activated in both accessions (left column in Fig. 7) are related to immune responses, e.g. “systemic acquired resistance”, “induced systemic resistance”, “response to jasmonic acid”, “response to salicylic acid”, “defense response to bacterium, incompatible interaction”. 

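EDS16 (AT1G74710, ICS1), the main enzyme gene of salicylic acid synthesis, rose by 3.1 (SE 0.25, limma adjusted p = 5.47e-05) in Bur-0 and by 1.62 (SE 0.25, limma adjusted p = 0.00288) in Col-0. PBS3 (AT5G13320), which acts in the same pathway, rose by 5.20 (SE 0.18, limma adjusted p = 1.38e-06) in Bur-0 and by 3.63 (SE 0.18, limma adjusted p = 1.05e-05) in Col-0. ALD1 (AT2G13810), which makes a signal of systemic acquired resistance, rose by 4.51 (SE 0.17, limma adjusted p = 1.97e-06) in Bur-0 and by 2.07 (SE 0.17, limma adjusted p = 0.000147) in Col-0. The pathogenesis-related genes BGL2 (AT3G57260, PR2) and PR4 (AT3G04720) rose by 2.44 (SE 0.20, limma adjusted p = 6.46e-05) and 2.39 (SE 0.23, limma adjusted p = 0.00014) in Bur-0. They rose by 1.75 (SE 0.20, limma adjusted p = 0.00076) and 2.12 (SE 0.23, limma adjusted p = 0.00054) in Col-0. ERF1 (AT3G23240), a transcription factor gene of the jasmonate and ethylene response, rose by 3.46 (SE 0.17, limma adjusted p = 4.36e-06) in Bur-0 and by 2.18 (SE 0.17, limma adjusted p = 0.000108) in Col-0. Control levels of PBS3, PR2 and ERF1 were close to background, so that their increases are lower limits. Of 18 probe sets for salicylic acid and systemic acquired resistance, 16 rose in Bur-0, also adjusted over the list alone (camera adjusted p = 1.08e-15, adjusted p = 0.0864 with an estimated correlation). In Col-0 9 rose, and 9 adjusted over the list alone (camera adjusted p = 2.19e-09, adjusted p = 0.0864 with an estimated correlation). All 9 rose in both accessions (0.561 expected, 1-sided Fisher's exact test, adjusted p = 2.05e-08). Among 23 jasmonate genes 11 rose and 1 fell in Bur-0, the same adjusted over the list alone (camera adjusted p = 5.39e-08, adjusted p = 0.0864 with an estimated correlation), and the 1 decrease was lost without Bur-0 control replicate 1, Bur-0 Cd replicate 1 or Bur-0 Cd replicate 2. Col-0 had 3 jasmonate genes that rose, with 3 up and 1 down adjusted over the list alone (camera adjusted p = 0.0002, adjusted p = 0.122 with an estimated correlation). The 3 were 5 without Col-0 Cd replicate 1, and 2 genes fell without Col-0 Cd replicate 2. These 3 also rose in Bur-0 (0.717 expected, 1-sided Fisher's exact test, adjusted p = 0.116), with 5 shared without Col-0 Cd replicate 1 (adjusted p = 0.00538) and 4 without Col-0 Cd replicate 2 (adjusted p = 0.0177).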

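AT5G39890 (PCO2), a plant cysteine oxidase gene that is induced by low oxygen, changed by −1.91 (SE 0.19, limma adjusted p = 0.000177) in Bur-0 and by −3.16 (SE 0.19, limma adjusted p = 3.29e-05) in Col-0. ERF73 (AT1G72360, HRE1), a transcription factor gene of the hypoxia response, fell by 1.21 (SE 0.18, limma adjusted p = 0.00275) in Col-0, where Bur-0 had −0.72 (SE 0.18, limma adjusted p = 0.0231). AOX1A (AT3G22370) and NDB2 (AT4G05020), which form an alternative path of electrons in mitochondria, rose by 2.51 (SE 0.24, limma adjusted p = 0.000131) and 1.66 (SE 0.17, limma adjusted p = 0.00021) in Bur-0. In Col-0 they rose by 2.11 (SE 0.24, limma adjusted p = 0.00066) and 1.32 (SE 0.17, limma adjusted p = 0.00138). The cytochrome P450 gene CYP81D8 (AT4G37370), a marker of xenobiotic stress, rose by 2.42 (SE 0.31, limma adjusted p = 0.000802) in Bur-0 and by 2.32 (SE 0.31, limma adjusted p = 0.00163) in Col-0. Its Col-0 control level is close to background and its increase there a lower limit. SOT12 (AT2G03760), which sulfates salicylic acid and other small molecules, rose by 3.12 (SE 0.28, limma adjusted p = 0.000102) in Bur-0 and by 1.83 (SE 0.28, limma adjusted p = 0.00306) in Col-0. Of 18 genes of detoxification and mitochondrial stress 12 rose in Bur-0, also adjusted over the list alone (camera adjusted p = 8.69e-11, adjusted p = 0.0864 with an estimated correlation). In Col-0 10 rose and 1 fell, the same adjusted over the list alone (camera adjusted p = 4.99e-07, adjusted p = 0.0941 with an estimated correlation), and the 1 decrease was lost without Col-0 control replicate 1. Of these, 9 rose in both accessions (0.561 expected, 1-sided Fisher's exact test, adjusted p = 2.05e-08). Genes of the hypoxia list fell in 7 of 17 cases in Bur-0, 8 adjusted over the list alone (camera adjusted p = 0.00021, adjusted p = 0.436 with an estimated correlation). This count was 4 without Bur-0 control replicate 1, 1 without Bur-0 control replicate 2 and 1 without Bur-0 Cd replicate 2. In Col-0 13 of the 17 fell, and 13 adjusted over the list alone (camera adjusted p = 2.36e-08, adjusted p = 0.259 with an estimated correlation), with a list median of −1.92 on Col-0 Cd replicate 1 and −1.35 on Col-0 Cd replicate 2. All 7 fell in both (0.405 expected, 1-sided Fisher's exact test, adjusted p = 9.7e-07). There were 4 without Bur-0 control replicate 1 (adjusted p = 0.00216), 1 without Bur-0 control replicate 2 (adjusted p = 0.726), 1 without Bur-0 Cd replicate 2 (adjusted p = 0.676) and 4 without Col-0 control replicate 2 (adjusted p = 0.00164). The median difference between the accessions was 0.76 for the hypoxia list (interaction, camera adjusted p = 2.32e-05, adjusted p = 0.374 with an estimated correlation). It was 0.49 for the detoxification list (interaction, camera adjusted p = 0.00982, adjusted p = 0.165 with an estimated correlation).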

Part of the Cd core response was also the up-regulation of abiotic stress-associated processes such as “cellular response to hypoxia”, “response to oxidative stress” and “response to toxic substance”. Furthermore, several genes belonging to the GO category “sulfur compound metabolic process” were more active in both Col-0 and Bur-0 upon Cd exposure. 

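Glutathione S-transferase genes changed in both directions. GSTU24 (AT1G17170), GSTU10 (AT1G74590) and GSTU12 (AT1G69920), enzymes that conjugate toxic compounds to glutathione, rose by 3.52 (SE 0.26, limma adjusted p = 3.8e-05), 3.54 (SE 0.24, limma adjusted p = 2.48e-05) and 3.37 (SE 0.26, limma adjusted p = 4.83e-05) in Bur-0. In Col-0 they rose by 1.68 (SE 0.26, limma adjusted p = 0.00306), 2.27 (SE 0.24, limma adjusted p = 0.000533) and 1.73 (SE 0.26, limma adjusted p = 0.00283). GSTU26 (AT1G17190) and GSTU28 (AT1G53680) of the same family changed by −2.43 (SE 0.19, limma adjusted p = 4.71e-05) and −1.57 (SE 0.21, limma adjusted p = 0.000871) in Bur-0. The changes in Col-0 were −2.70 (SE 0.19, limma adjusted p = 6.29e-05) and −1.53 (SE 0.21, limma adjusted p = 0.00164). LSU1 (AT3G49580) and LSU2 (AT5G24660), which respond to low sulfur, rose by 2.72 (SE 0.30, limma adjusted p = 0.000319) and 3.30 (SE 0.23, limma adjusted p = 2.48e-05) in Bur-0. The increases in Col-0 were 2.81 (SE 0.30, limma adjusted p = 0.000526) and 2.67 (SE 0.23, limma adjusted p = 0.000163). ATSDI1 (AT5G48850), a repressor of glucosinolate synthesis under low sulfur, rose by 2.97 (SE 0.25, limma adjusted p = 6.67e-05) in Bur-0 and by 3.88 (SE 0.25, limma adjusted p = 4.21e-05) in Col-0. The transporter gene OPT3 (AT4G16370), which moves metals in the phloem, rose by 2.48 (SE 0.34, limma adjusted p = 0.00113) in Bur-0 and by 2.2 (SE 0.34, limma adjusted p = 0.00314) in Col-0. For LSU1 and ATSDI1 the control levels are close to background and the increases lower limits.

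Of 36 glutathione S-transferase probe sets 12 rose and 6 fell in Bur-0, the same adjusted over the list alone (camera adjusted p = 0.0416, adjusted p = 0.436 with an estimated correlation). The decreases were 3 without Bur-0 control replicate 1 or Bur-0 Cd replicate 1, and the test was lost without Bur-0 control replicate 2 (adjusted p = 0.0777), Col-0 Cd replicate 1 (adjusted p = 0.0713) or Col-0 Cd replicate 2 (adjusted p = 0.08). In Col-0 8 rose and 5 fell, the same adjusted over the list alone (camera adjusted p = 0.47, adjusted p = 0.763 with an estimated correlation), with 3 decreases without Col-0 control replicate 2. The 6 that rose in both accessions (1.12 expected, 1-sided Fisher's exact test, adjusted p = 0.0043) were 10 without Col-0 Cd replicate 1. S-transferases that fell in both numbered 4 (0.857 expected, 1-sided Fisher's exact test, adjusted p = 0.0394). This was lost without each array except Col-0 Cd replicate 1, with adjusted p from 0.0988 to 0.512. Sulfur deficiency markers rose in 3 of 6 cases in Bur-0, also adjusted over the list alone (camera adjusted p = 0.000351, adjusted p = 0.126 with an estimated correlation). Col-0 had 4, and 5 adjusted over the list alone (camera adjusted p = 2.37e-05, adjusted p = 0.122 with an estimated correlation). All 3 were shared (0.187 expected, 1-sided Fisher's exact test, adjusted p = 0.00325). The genes of glutathione, phytochelatins and vacuolar Cd sequestration rose in 6 of 19 cases in Bur-0, also adjusted over the list alone (camera adjusted p = 0.000133, adjusted p = 0.122 with an estimated correlation). They were 2 without Bur-0 control replicate 2 and 3 without Bur-0 Cd replicate 2. Col-0 had 1 such increase, also adjusted over the list alone (camera adjusted p = 0.099, adjusted p = 0.239 with an estimated correlation), and 2 increases and 2 decreases without Col-0 Cd replicate 2. For the last list the change was larger in Bur-0 by a median of 0.34 (interaction, camera adjusted p = 0.00582, adjusted p = 0.128 with an estimated correlation), with adjusted p = 0.0577 without Col-0 Cd replicate 2. Interaction tests gave camera adjusted p = 0.00141, adjusted p = 0.259 with an estimated correlation for the S-transferases and camera adjusted p = 0.315, adjusted p = 0.509 with an estimated correlation for the sulfur deficiency markers. The glutathione and phytochelatin list holds genes that the paper names as raised in Bur-0 on these arrays. Its test of a larger change in Bur-0 is therefore no independent support.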

A common theme of GO terms enriched among down-regulated genes was the cell wall: “cell wall biogenesis”, plant-type cell wall loosening”, and “xyloglucan metabolic process”. Also down-regulated was “glucosinolate biosynthetic process”. 

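XTH17 (AT1G65310) and XTH16 (AT3G23730), whose enzymes cut and rejoin xyloglucan in growing cell walls, changed by −3.42 (SE 0.45, limma adjusted p = 0.000828) and −3.11 (SE 0.23, limma adjusted p = 3.42e-05) in Bur-0. In Col-0 they changed by −3.60 (SE 0.45, limma adjusted p = 0.00111) and −3.39 (SE 0.23, limma adjusted p = 4.98e-05). XTH19 (AT4G30290) and XTH8 (AT1G11545) of the same family changed by −2.12 (SE 0.20, limma adjusted p = 0.000136) and −1.87 (SE 0.17, limma adjusted p = 0.000116) in Bur-0. Col-0 had −2.35 (SE 0.20, limma adjusted p = 0.000165) and −2.31 (SE 0.17, limma adjusted p = 9.76e-05). With Cd XTH16 was close to background in both accessions, so that its decreases are lower limits. The expansin gene EXPA11 (AT1G20190), which loosens cell walls, changed by −1.19 (SE 0.19, limma adjusted p = 0.00231) in Bur-0 and by −1.36 (SE 0.19, limma adjusted p = 0.00181) in Col-0. Of 29 probe sets for xyloglucan endotransglucosylase/hydrolases 14 fell and 1 rose in Bur-0, the same adjusted over the list alone (camera adjusted p = 3.83e-05, adjusted p = 0.122 with an estimated correlation). In Col-0 11 fell and 4 rose, with 12 and 4 adjusted over the list alone (camera adjusted p = 0.000351, adjusted p = 0.132 with an estimated correlation), and the 4 increases were 2 without Col-0 control replicate 1, Col-0 control replicate 2 or Col-0 Cd replicate 2. Decreases in both accessions numbered 10 (0.691 expected, 1-sided Fisher's exact test, adjusted p = 2.05e-08). Among 16 alpha-expansins 5 fell in Bur-0, also adjusted over the list alone (camera adjusted p = 0.00141, adjusted p = 0.122 with an estimated correlation), and 2, 3 and 2 without Bur-0 control replicate 1, Bur-0 Cd replicate 1 and Bur-0 Cd replicate 2. In Col-0 8 fell, and 8 adjusted over the list alone (camera adjusted p = 0.00062, adjusted p = 0.122 with an estimated correlation), and 3 and 5 without Col-0 control replicate 1 and Col-0 control replicate 2. The expansin median was −1.13 on Col-0 Cd replicate 1 and −0.78 on Col-0 Cd replicate 2. The 5 were shared (0.381 expected, 1-sided Fisher's exact test, adjusted p = 0.000273). There were 2 without Bur-0 control replicate 1 (adjusted p = 0.123), 3 without Bur-0 Cd replicate 1 (adjusted p = 0.0176), and 2 without Bur-0 Cd replicate 2 (adjusted p = 0.123), Col-0 control replicate 1 (adjusted p = 0.116) or Col-0 control replicate 2 (adjusted p = 0.119). The interaction was not called for the hydrolases (camera adjusted p = 0.263, adjusted p = 0.502 with an estimated correlation), except without Bur-0 control replicate 2 (adjusted p = 0.0445), or for the expansins (camera adjusted p = 0.737, adjusted p = 0.763 with an estimated correlation).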

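CYP83A1 (AT4G13770) and BCAT4 (AT3G19710), which act in the core and the chain elongation of aliphatic glucosinolates, changed by −2.68 (SE 0.21, limma adjusted p = 4.71e-05) and −2.65 (SE 0.21, limma adjusted p = 5.29e-05) in Bur-0. Their changes in Col-0 were −1.90 (SE 0.21, limma adjusted p = 0.000555) and −1.77 (SE 0.21, limma adjusted p = 0.000918). MAM1 (AT5G23010), which elongates the methionine chain, changed by −2.14 (SE 0.18, limma adjusted p = 6.46e-05) in Bur-0 and by −1.24 (SE 0.18, limma adjusted p = 0.00205) in Col-0. The probe set shared by CYP79F2 (AT1G16400) and CYP79F1 (AT1G16410) changed by −2.07 (SE 0.28, limma adjusted p = 0.000945) in Bur-0 and by −1.85 (SE 0.28, limma adjusted p = 0.00265) in Col-0. AOP2, whose enzyme forms alkenyl glucosinolates, fell by 3.44 (SE 0.18, limma adjusted p = 6.22e-06) in Bur-0 and had a change of −0.15 (SE 0.18, limma adjusted p = 0.579) in Col-0. Its interaction was −3.28 (SE 0.26, limma adjusted p = 0.00139). Since AOP2 was close to background in Col-0 with and without Cd, this does not tell whether the response differed. The Bur-0 decreases of AOP2 and of the shared CYP79F2 and CYP79F1 probe set ended close to background and are lower limits. For indole glucosinolates, CYP79B3 (AT2G22330), which converts tryptophan, changed by −1.26 (SE 0.15, limma adjusted p = 0.000502) in Bur-0 and by −1.95 (SE 0.15, limma adjusted p = 0.000108) in Col-0. MYB51 (AT1G18570), a regulator of the indole branch, rose by 1.99 (SE 0.19, limma adjusted p = 0.000123) in Bur-0 and had 0.67 (SE 0.19, limma adjusted p = 0.0367) in Col-0. Of 21 probe sets for aliphatic glucosinolates 12 fell in Bur-0, also adjusted over the list alone (camera adjusted p = 9.24e-09, adjusted p = 0.184 with an estimated correlation). In Col-0 12 fell, 13 adjusted over the list alone (camera adjusted p = 8.15e-06, adjusted p = 0.259 with an estimated correlation), with list medians of −1.33 and −0.91 on the 2 Cd arrays, and 1 rose without Col-0 Cd replicate 1. The 10 shared decreases (0.5 expected, 1-sided Fisher's exact test, adjusted p = 7.63e-10) include CYP83A1, BCAT4, MAM1 and the shared CYP79F2 and CYP79F1 probe set. The decrease was larger in Bur-0 by a median of −0.45 (interaction, camera adjusted p = 0.000351, adjusted p = 0.372 with an estimated correlation), with adjusted p = 0.237 without Col-0 Cd replicate 2. Indole and shared core genes rose in 5 and fell in 2 of 13 cases in Bur-0, the same adjusted over the list alone (camera adjusted p = 0.007, adjusted p = 0.403 with an estimated correlation), with 1 decrease without Bur-0 control replicate 1 or Bur-0 Cd replicate 2. In Col-0 1 rose and 4 fell, 1 and 5 adjusted over the list alone (camera adjusted p = 0.084, adjusted p = 0.545 with an estimated correlation), and the medians on the 2 Cd arrays were −0.91 and −0.33. The 4 were 2 without any 1 Bur-0 array or Col-0 control replicate 2 and 1 without Col-0 control replicate 1 or Col-0 Cd replicate 1. The 1 increase was 0 without Col-0 control replicate 2 or Col-0 Cd replicate 2 and 2 without Col-0 Cd replicate 1. The test passed without Col-0 control replicate 2 (adjusted p = 0.0477) and Col-0 Cd replicate 2 (adjusted p = 0.0279). The indole list moved upward in Bur-0 relative to Col-0 (interaction, camera adjusted p = 2.19e-09, adjusted p = 0.132 with an estimated correlation).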

Several GO terms were specifically enriched among the genes responsive only in Bur-0. Most of them represent additional biological processes involved in pathogen defense, e.g. “innate immune response”, “response to chitin”, “response to fungus”. In contrast, no GO terms were enriched in the group of genes specifically up-regulated in Col-0.

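CYP82C2 (AT4G31970), which makes an indole defence compound, rose by 6.42 (SE 0.16, limma adjusted p = 3.76e-07) in Bur-0. In Col-0 its change was 0.95 (SE 0.16, limma adjusted p = 0.00516), called at 1.01 (adjusted p = 0.0381) without Col-0 control replicate 2 and at 1.07 (adjusted p = 0.000426) without Col-0 Cd replicate 1. The interaction was 5.47 (SE 0.23, limma adjusted p = 4.46e-05). CYP71A13 (AT2G30770), an enzyme gene of camalexin synthesis, rose by 3.69 (SE 0.17, limma adjusted p = 3.82e-06) in Bur-0 and had 0.70 (SE 0.17, limma adjusted p = 0.0248) in Col-0. Its interaction was 2.99 (SE 0.25, limma adjusted p = 0.00154). GLIP1 (AT5G40990), an antimicrobial lipase gene, rose by 4.76 (SE 0.17, limma adjusted p = 1.74e-06) in Bur-0 and by 1.32 (SE 0.17, limma adjusted p = 0.00143) in Col-0. The difference was 3.44 (SE 0.24, limma adjusted p = 0.00102). A probe set shared by the receptor-like kinase genes CRK6 (AT4G23140) and CRK8 (AT4G23160) rose by 4.44 (SE 0.19, limma adjusted p = 2.25e-06) in Bur-0. In Col-0 it had 0.53 (SE 0.19, limma adjusted p = 0.0867), with an interaction of 3.91 (SE 0.27, limma adjusted p = 0.00102). CYP82C2, CYP71A13, GLIP1 and the shared CRK6 and CRK8 probe set were close to background in all groups except Bur-0 Cd. Their increases in Bur-0 are therefore lower limits and their interactions are not exact. WRKY33 (AT2G38470) and LYK4 (AT2G23770), a transcription factor and a receptor-like gene of the chitin response, rose by 1.51 (SE 0.20, limma adjusted p = 0.000914) and 2.09 (SE 0.18, limma adjusted p = 9.21e-05) in Bur-0. In Col-0 they had 0.39 (SE 0.20, limma adjusted p = 0.212) and 0.66 (SE 0.18, limma adjusted p = 0.0396).

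Of 36 chitin response genes 18 rose and 1 fell in Bur-0, 19 and 1 adjusted over the list alone (camera adjusted p = 7.34e-13, adjusted p = 0.165 with an estimated correlation). The 18 were 10 without Bur-0 control replicate 1, and the 1 decrease was lost without each array except Col-0 Cd replicate 1 and Col-0 Cd replicate 2. In Col-0 5 rose and 1 fell, the same adjusted over the list alone (camera adjusted p = 0.000763, adjusted p = 0.436 with an estimated correlation). The 5 were 2 without Col-0 control replicate 1. The 1 decrease was 0 without Bur-0 Cd replicate 1, Bur-0 Cd replicate 2, Col-0 control replicate 2 or Col-0 Cd replicate 1 and 3 without Col-0 Cd replicate 2, where the test was lost (adjusted p = 0.0773). Among the probe sets called up in Bur-0 but not in Col-0 were 14 of the chitin genes (1.22 expected, 1-sided Fisher's exact test, adjusted p = 4.28e-10), 6 without Bur-0 control replicate 1 (adjusted p = 0.00279) and 8 without Bur-0 Cd replicate 2 (adjusted p = 2.13e-05). They also held 8 jasmonate genes (0.777 expected, 1-sided Fisher's exact test, adjusted p = 6.57e-06). There were 7 salicylic acid genes (0.608 expected, 1-sided Fisher's exact test, adjusted p = 1.29e-05). The 7 were 4 without Bur-0 control replicate 1 (adjusted p = 0.00732), Bur-0 Cd replicate 1 (adjusted p = 0.015), Bur-0 Cd replicate 2 (adjusted p = 0.0048) or Col-0 control replicate 1 (adjusted p = 0.0237). Camalexin and tryptophan genes rose in 8 of 9 cases in Bur-0, and 8 adjusted over the list alone (camera adjusted p = 7.34e-13, adjusted p = 0.122 with an estimated correlation). In Col-0 4 rose, and 4 adjusted over the list alone (camera adjusted p = 2.9e-06, adjusted p = 0.165 with an estimated correlation).

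The increase was larger in Bur-0 for the chitin list (interaction, camera adjusted p = 4.58e-10, adjusted p = 0.194 with an estimated correlation), with a median difference of 0.70. It was larger also for camalexin genes by a median of 1.67 (interaction, camera adjusted p = 7.34e-13, adjusted p = 0.122 with an estimated correlation). Salicylic acid genes differed by 1.04 (interaction, camera adjusted p = 2.35e-10, adjusted p = 0.0864 with an estimated correlation). Jasmonate genes differed by 0.27 (interaction, camera adjusted p = 0.000514, adjusted p = 0.122 with an estimated correlation). Adjusted over the list alone 9, 7, 8 and 6 genes of these 4 lists had a larger increase in Bur-0. The paper reports the chitin response and other defence terms for Bur-0 alone from these same arrays. The tests of these lists are therefore no independent support. Of the 573 probe sets that rose in Bur-0 alone, 70 had an interaction with an adjusted p under 0.05, and 174 passed the adjusted p in Col-0 below 2-fold. Their median change was 1.34 in Bur-0 and 0.55 in Col-0, and 90.8% had the same sign in both. On single Cd arrays the median was 1.27 and 1.45 in Bur-0, and 0.39 on replicate 1 and 0.68 on replicate 2 in Col-0. Of the 573, 399 were lower on Col-0 Cd replicate 1 than on Col-0 Cd replicate 2. The smaller change in Col-0 therefore rests in part on replicate 1. In Bur-0 alone 340 fell, 218 without Bur-0 Cd replicate 2.

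**Figure D2:**
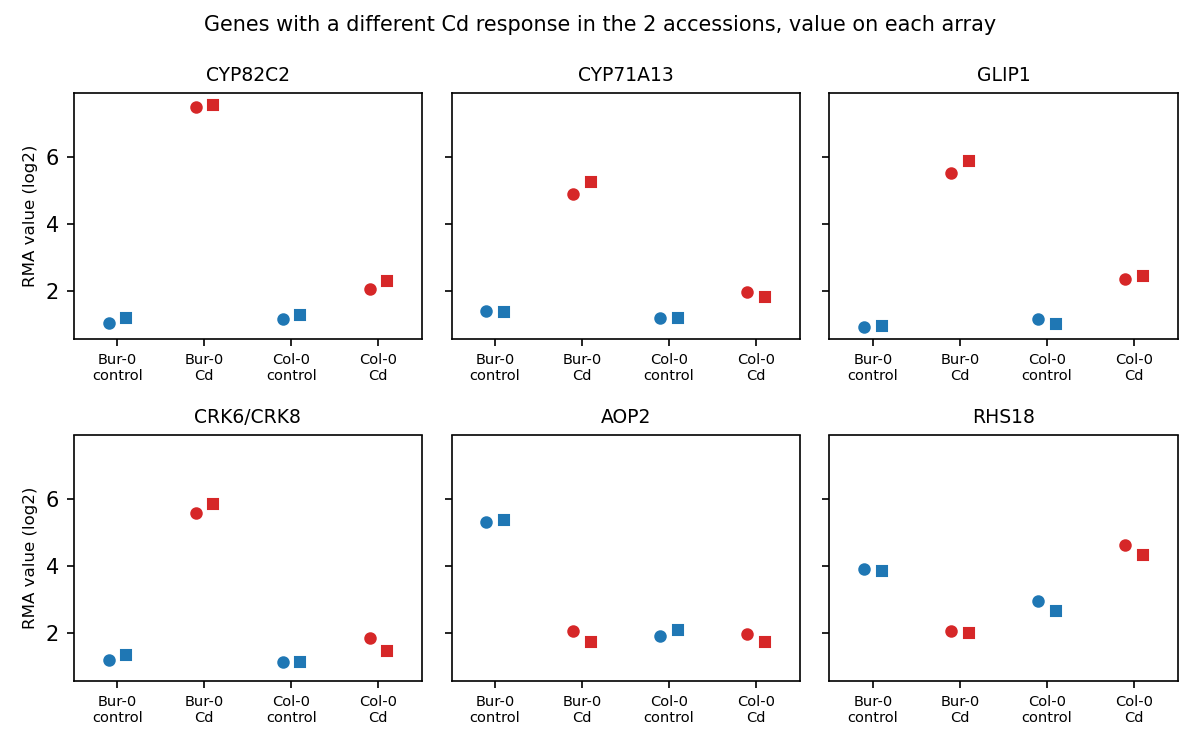
RMA values (log2) on each of the 8 arrays for genes whose interaction also passed when any 1 array was left out. Circles are replicate 1 and squares are replicate 2.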

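PYE (AT3G47640), a transcription factor gene of the iron deficiency response, rose by 1.41 (SE 0.23, limma adjusted p = 0.00359) in Col-0, with 0.98 (SE 0.23, limma adjusted p = 0.0149) in Bur-0. NAS2 (AT5G56080), a nicotianamine synthase gene, rose by 2.69 (SE 0.19, limma adjusted p = 6.39e-05) in Col-0, with 0.50 (SE 0.19, limma adjusted p = 0.0962) in Bur-0. The iron regulators bHLH39 (AT3G56980) and BHLH101 (AT5G04150) rose by 3.15 (SE 0.25, limma adjusted p = 4.83e-05) and 2.71 (SE 0.22, limma adjusted p = 5.71e-05) in Bur-0. They rose by 3.90 (SE 0.25, limma adjusted p = 3.94e-05) and 2.65 (SE 0.22, limma adjusted p = 0.000147) in Col-0 as well. RNS1 (AT2G02990), a ribonuclease gene induced by phosphate starvation, rose by 2.25 (SE 0.23, limma adjusted p = 0.000454) in Col-0 and had 0.33 (SE 0.23, limma adjusted p = 0.382) in Bur-0. XTH24 (AT4G30270) and XTH11 (AT3G48580) rose by 1.93 (SE 0.21, limma adjusted p = 0.000631) and 1.57 (SE 0.16, limma adjusted p = 0.000407) in Col-0. Bur-0 had 0.52 (SE 0.21, limma adjusted p = 0.127) and 0.81 (SE 0.16, limma adjusted p = 0.00717). RNS1 and XTH11 were close to background in all groups except Col-0 Cd and BHLH101 in both control groups, so that their called increases are lower limits. Of the genes up in Col-0 but not in Bur-0, 4 belong to the 23 of the iron deficiency list (0.249 expected, 1-sided Fisher's exact test, adjusted p = 0.000901), with 3 without Col-0 Cd replicate 2 (adjusted p = 0.116). The same list had 4 genes up in both accessions (0.717 expected, 1-sided Fisher's exact test, adjusted p = 0.0215), which was lost without Bur-0 control replicate 1, Bur-0 Cd replicate 2, Col-0 control replicate 1, Col-0 control replicate 2 or Col-0 Cd replicate 2, with adjusted p from 0.082 to 0.433. There were 4 xyloglucan endotransglucosylase/hydrolases (0.315 expected, 1-sided Fisher's exact test, adjusted p = 0.00191), and 2 without Col-0 control replicate 1 (adjusted p = 0.0988), Col-0 control replicate 2 (adjusted p = 0.0881) or Col-0 Cd replicate 2 (adjusted p = 0.611). The phosphate starvation list had 3 (0.152 expected, 1-sided Fisher's exact test, adjusted p = 0.00272).

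Over the whole iron list 8 rose and 1 fell in Col-0, 9 and 1 adjusted over the list alone (camera adjusted p = 0.000171, adjusted p = 0.128 with an estimated correlation). In Bur-0 6 rose and 3 fell, the same adjusted over the list alone (camera adjusted p = 0.0204, adjusted p = 0.239 with an estimated correlation), with 3 and 1 without Bur-0 control replicate 1 and 2 and 1 without Bur-0 Cd replicate 2. The interaction pointed to a smaller increase in Bur-0 (camera adjusted p = 0.0286, adjusted p = 0.259 with an estimated correlation), with adjusted p = 0.089 without Bur-0 Cd replicate 1 and 0.342 without Col-0 Cd replicate 2. Of 14 phosphate starvation genes 3 rose in Col-0, also adjusted over the list alone, with 1 that fell without Col-0 control replicate 2 and 2 without Col-0 Cd replicate 2. The test pointed upward (camera adjusted p = 0.304, adjusted p = 0.435 with an estimated correlation), the median was −0.08 and the mean 0.24. The Bur-0 median was −0.03 (camera adjusted p = 0.902, adjusted p = 0.927 with an estimated correlation). The interaction of the phosphate list was not called (camera adjusted p = 0.0604, adjusted p = 0.194 with an estimated correlation), except without Bur-0 Cd replicate 2 (adjusted p = 0.0325) and Col-0 Cd replicate 1 (adjusted p = 0.0222). In all 184 probe sets rose in Col-0 alone and 521 without Col-0 Cd replicate 2, and 17 of the 184 had an interaction with an adjusted p under 0.05.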

**Figure 7:**
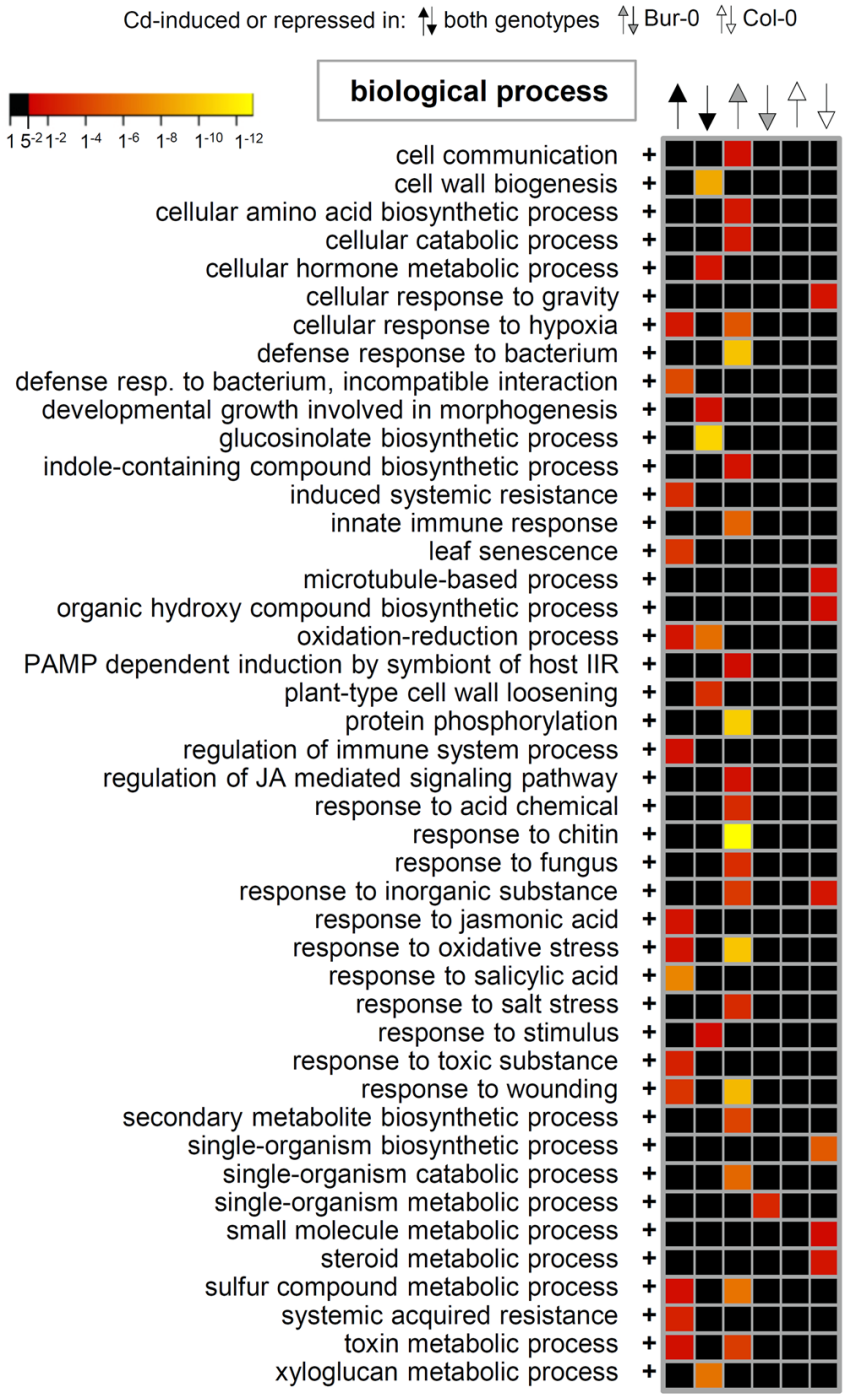
GO terms overrepresented in common or accession-specific Cd responses. Genes with a ≥2fold response (*P*_adj_ < 0.05) to Cd treatment in both accessions (black arrows for induction or repression under Cd exposure) or in only one accession (Col-0: white arrows; Bur-0: grey arrows) were selected for GO term enrichment analysis. Depicted are *P*_adj_. values (Bonferroni correction) for the most defined biological processes over-represented in at least one category; no under-representations were found (complete results of the Panther analysis can be found in Supplementary dataset S2).

## Discussion

Cd as an environmental pollutant is almost ubiquitously present at the global scale due to diffuse pollution over centuries. Important sources include metal smelting and the application of phosphate fertilizers with Cd impurities^4^. Humans are chronically exposed to low levels of Cd mostly through the consumption of plant-derived food because plants tend to take up and accumulate Cd^5^. Recent risk assessments, for instance by the European Food Safety Authority (EFSA), concluded that (i) the provisional tolerable weekly intake of Cd should be lowered to reduce health risks such as renal damage, osteoporosis, cardiovascular disease, and that (ii) current levels of human exposure to Cd are on average around this suggested lowered threshold of 2.5 µg/kg body weight (b.w.). Therefore, environmental exposure to Cd needs to be reduced (EFSA 2009, 2012). An efficient way of achieving this would be the development of crops with strongly reduced Cd accumulation rates, which in turn would benefit from a mechanistic understanding of genes and proteins mediating the movement of Cd within a plant. Because accumulation rates of metals and the ability to cope with an excess of the same metals are often tightly linked, e.g. in the case of the arsenate reductase ATQ1/HAC1^19, 20^, the elucidation of tolerance mechanisms represents one way of identifying genes involved in the handling of Cd by plants.

Forward genetic screens were instrumental in elucidating the molecular basis of plant Cd tolerance mechanisms. The analysis of *A. thaliana cad* mutants demonstrated the key role of the phytochelatin pathway for Cd detoxification. Mutants with defects in glutathione or phytochelatin biosynthesis are strongly Cd hypersensitive^31^. We aimed at finding new factors contributing to Cd tolerance by studying natural variation within *A. thaliana*.

While some early reports on metal tolerance variation could not be confirmed^32^ we found within a core set of genetically diverse *A. thaliana* accessions^21^ about twofold variation for Zn and Cd tolerance at the seedling stage. In the case of Zn this value is between the variation factors of 1.6 and 4.4 reported for the highest and the lowest growth inhibitory Zn concentrations, respectively, applied to a very similar set of *A. thaliana* accessions^17^. More in-depth analyses of two accessions, Col-0 and Bur-0, indicated that differences in Zn tolerance are far stronger when plants are cultivated in Zn excess soil (Fig. 3). Bur-0 showed much better growth than Col-0. Corresponding experiments with Cd were not performed for safety reasons as the addition of growth-inhibitory Cd concentrations to soil could result in the exposure of experimenters to Cd-containing dust. Because Cd and Zn tolerance variation appear to be linked (Fig. 5a), the analysis of Cd tolerance variation may well reveal hidden factors of Zn homeostasis as was discussed for HMA3. The existence of functional and nonfunctional *HMA3* alleles explains variation in leaf Cd accumulation. There is also a contribution to Zn accumulation differences but this is much weaker, most likely because Zn accumulation is influenced by more genes than Cd accumulation^23^.

A possible explanation of higher Bur-0 Cd tolerance is reduced Cd accumulation relative to Col-0. In hydroponically grown plants root and shoot Cd contents were consistently lower in Bur-0 (Fig. 4), again illustrating the connection between tolerance and accumulation. For Zn the situation is less clear. In Zn excess soil Bur-0 leaves contained slightly less Zn than Col-0. On the other hand, the situation in hydroponic culture is less clear with trends depending on tissue and metal concentration. In leaves Bur-0 accumulated more Zn while in roots a lower Zn accumulation was visible at the highest concentration the plants were exposed to. Data from the IonomicsHub (Baxter 2007) suggest that leaves of soil-grown Bur-0 plants accumulate less Cd than Col-0, which would be consistent with findings reported here. Publicly available data for two trays (868, 1060) with Col-0 and Bur-0 showed 30% and 9% less Cd for Bur-0 (ionomicshub. org). Zn content varied much less between the accessions (0 to 12% in trays 868, 1060, 1301, and 1482), again consistent with our observations.

The most extreme phenotypic difference found between Col-0 and Bur-0 in our study, namely the dramatically better leaf growth of Bur-0 on Zn excess soil, may at least in part be due to the higher Fe accumulation of Col-0 under these conditions and thus Fe toxicity (Fig. 3c). However, the mechanistic basis for this difference in Fe accumulation is unclear.

Analysis of Cd tolerance across the Bur-0 × Col-0 RIL population revealed strong variation for this trait (Fig. 5b). Normal distribution indicated the contribution of several genetic factors to the variation as was observed for two other RIL populations, Ler-0 × Col-4 and Col-gl1 × Kas-1, before^33^. Three QTLs could be mapped, the major one on chromosome 5 explaining 23% of the variation. Not surprisingly, the mapped intervals do not overlap with the previously mapped QTLs regions contributing to variation in the above-mentioned RIL populations^33^.

A large number of QTLs involved in abiotic stress tolerance have been detected in *A. thaliana* to date. However, rather few have been molecularly elucidated^34^. As was the case here, the mapped intervals are usually several Mb wide. Molecular elucidation of QTLs is therefore largely dependent on whether or not genes that have previously been implicated in the trait in question are located in the mapped interval. Examples of successful identification of the causal polymorphisms include *APR2* for sulfate content^35^, *MOT1* for Mo accumulation^12^, and *FRD3* for Zn tolerance^18^. Within the three mapped Cd tolerance QTLs only HMA3 had been implicated in Cd accumulation^23^ and tolerance^24^ before. The latter was not confirmed by the data presented here. Transformation of Col-0 or even the Cd hypersensitive mutant *cad1-3*, which both lack a functional *HMA3* allele due to a deletion of one nucleotide in exon 8, with the Bur-0 allele of *HMA3* under control of its own promotor did not enhance Cd tolerance. This discrepancy is possibly attributable to expression differences as the previously reported effect of *HMA3* on Cd tolerance was conferred by constitutive overexpression. Overall, the proposed contribution of *HMA3* polymorphisms to variation in *A. thaliana* Cd tolerance^24^ appears to be absent across the Bur-0 × Col-0 RIL population.

Further fine-mapping of the major QTL on chromosome 5 using an F2 population derived from a cross of RIL 243 with Col-0 failed because we did not find a sufficient number of recombination events in the Bur-0 region spanning the QTL. Thus, in the absence of other obvious candidate genes we attempted to find potential candidate genes (i) by evaluating polymorphisms in the mapped region between At5g09350 and At5g11950, and (ii) by comparing the transcriptional responses of Col-0 and Bur-0 to Cd exposure. The former strategy was based on the analysis of nonsynonymous SNPs and indels. It suggested the Mg transporter genes AT5G09690 (*MGT7*/*MRS2-7*) and AT5G09720 for further study given the known effect of Mg status on Cd tolerance^36^. The status of *MGT7* as a candidate gene is further supported by the SIFT analyses for the accessions Cvi-0 and St-0 (Supplementary Table S2) which showed Bur-0-like growth responses to Cd and Zn toxicity.

The analysis of global transcriptome changes in the roots of Col-0 and Bur-0 was carried out with older, hydroponically grown plants. This ensured access to sufficient root material and allowed comparative assessment of the degree of Cd stress on the two accessions. Accumulation of PCs is a suitable indicator for intracellular, biologically active Cd because PC synthesis, which is mostly attributable to AtPCS1, is strongly activated by the presence of Cd. Levels of the two major phytochelatins, PC2 and PC3, were similar for roots and shoots of Col-0 and Bur-0 (Supplementary Fig. S5). This demonstrated comparable stress levels. Also, in order to avoid variation caused by slight variation in kinetics of the Cd responses we analyzed a comparatively late time point, i.e. after one week of exposure. Within the QTL region on chromosome 5 several genes were found to be responsive to Cd. These included the sulfate transporter *SULTR2;1* gene (At5g10180) and At5g10380 (encoding a putative E3 ligase) which were previously found to be robustly Cd-responsive in roots at earlier time points (2, 6, and 30 h)^37^. However, based on current knowledge, no obvious new candidate genes emerged from the transcript analysis of genes in the chromosome 5 interval.

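SULTR2;1 (AT5G10180), a sulfate transporter gene of the root vasculature, rose by 1.25 (SE 0.31, limma adjusted p = 0.0222) in Bur-0 and by 1.16 (SE 0.31, limma adjusted p = 0.034) in Col-0. The interaction was 0.08 (SE 0.44, limma adjusted p = 0.946). The increase in Bur-0 was lost without Bur-0 control replicate 1 (adjusted p = 0.0633), Bur-0 control replicate 2 (adjusted p = 0.17), Bur-0 Cd replicate 1 (adjusted p = 0.0992) or Bur-0 Cd replicate 2 (adjusted p = 0.147). In Col-0 it was lost without any 1 Bur-0 array or Col-0 control array, with adjusted p from 0.0578 to 0.215, and was 0.67, below 2-fold, without Col-0 Cd replicate 1. RING1 (AT5G10380), the gene of a ubiquitin ligase of cell death and defence, rose by 1.07 (SE 0.17, limma adjusted p = 0.00204) in Bur-0 and had 0.16 (SE 0.17, limma adjusted p = 0.527) in Col-0. Its interaction was 0.91 (SE 0.23, limma adjusted p = 0.135). The change in Bur-0 was below 2-fold without Bur-0 control replicate 1 (0.93, adjusted p = 0.0333) and without Bur-0 Cd replicate 1 (0.995, adjusted p = 0.0271). Both genes were close to background in both control groups, and RING1 also in Col-0 Cd, so that the called increases are lower limits and the interactions are not exact.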

A genome-wide comparison of the Col-0 and Bur-0 root Cd responses can help define transcriptome changes conserved in *A. thaliana*. The focus of our analysis was on sustained acclimative changes. This is complementary to available data for much earlier time points between 2 h and 30 h (e.g. refs 37–39). Nonetheless substantial overlap between the core response shown by Col-0 and Bur-0 and more rapid transcriptome changes is apparent. Among the 540 up-regulated and 400 down-regulated genes constituting the Cd core response reported here, 36 and 39%, respectively, showed corresponding changes in roots of 4 week old hydroponically grown *A. thaliana* Col-0 plants exposed to Cd^2+^ for 30 h^37^. Similarly, 38% of the genes found to be up-regulated in roots of 10 d old *A. thaliana* Col-4 seedlings exposed for 24 to Cd^2+^ ^40^ are on the list of common Cd-induced genes in Col-0 and Bur-0. Thus, a considerable fraction of the acclimative adjustments in Cd exposed roots appears to be long-lasting. The most conspicuous pattern apparent from the GO term enrichment analysis is the dominance of gene groups associated with plant defense. Several of the overrepresented GO terms among core up-regulated genes belong into the immunity context. The same is true when the analysis is restricted to the genes up-regulated both after 30 h^37^ and after 7 d (data reported here). Furthermore, this observation is in accordance with the finding that when different toxic ions (Al^3+^, Cu^2+^, Cd^2+^, Na^+^) were analyzed for their effect on the *A. thaliana* root transcriptome, defense genes were enriched in the group of genes specifically responsive to Cd stress^40^. The functional significance of this congruence in transcriptome changes remains unclear. Possibly the type of oxidative stress caused by Cd exposure^41^ bears similarities with the elevated ROS production typical for immune responses. Alternatively, it might be more than an oddity that there are several proteins implicated in both metal tolerance and plant nonhost resistance, e.g. ABCG36/PDR8/PEN3^42, 43^ and AtPCS1^44^.

Apparently not sustained over longer exposure times is one of the major acclimations of plants to Cd stress, namely the up-regulation of sulfur assimilation. There is ample evidence from transcriptome, proteome and metabolome studies that in order to replenish glutathione consumed for phytochelatin synthesis^45^, sulfate uptake and activation, the reduction of adenosine phosphosulfate as well as the synthesis of cysteine are strongly and rapidly activated^39, 40, 46, 47^. However, similar to the findings of van de Mortel *et al*.^48^ for *A. thaliana* roots exposed to Cd for one week as well, sulfur assimilation genes are not enriched among the responsive genes. While single members of the SULTR sulfate transporter family (e.g. SULTR2;1) are still up-regulated after 7 d, the enrichment of the GO term “sulfur compound metabolic process” (Fig. 7) is attributable rather to genes encoding glutathione S-transferases. 

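SULTR1;1 (AT4G08620), a sulfate uptake transporter gene, rose by 1.75 (SE 0.19, limma adjusted p = 0.000258) in Bur-0 and by 1.36 (SE 0.19, limma adjusted p = 0.00182) in Col-0. APR3 (AT4G21990), which reduces activated sulfate, rose by 2.21 (SE 0.16, limma adjusted p = 3.8e-05) in Bur-0 and had 0.86 (SE 0.16, limma adjusted p = 0.00783) in Col-0. APS3 (AT4G14680), which activates sulfate, rose by 1.38 (SE 0.19, limma adjusted p = 0.00125) in Bur-0 and had 0.27 (SE 0.19, limma adjusted p = 0.354) in Col-0. Of 25 probe sets for sulfate uptake and assimilation 8 rose and 1 fell in Bur-0, the same adjusted over the list alone (camera adjusted p = 0.00021, adjusted p = 0.132 with an estimated correlation), and 5 rose without Bur-0 Cd replicate 2. In Col-0 3 rose and 1 fell, the same adjusted over the list alone (camera adjusted p = 0.084, adjusted p = 0.374 with an estimated correlation). Here 1 rose and 0 fell without Col-0 control replicate 2, and 3 fell without Col-0 Cd replicate 2. Among the genes up in both accessions 3 belong to the list (0.78 expected, 1-sided Fisher's exact test, adjusted p = 0.131). Among those up in Bur-0 alone there were 5 (0.844 expected, 1-sided Fisher's exact test, adjusted p = 0.00649), and 3 without Bur-0 Cd replicate 2 (adjusted p = 0.0895). Glutathione S-transferases had 6 genes there (1.22 expected, 1-sided Fisher's exact test, adjusted p = 0.00618), 4 without Bur-0 control replicate 2 (adjusted p = 0.0839) and 2 without Col-0 Cd replicate 1 (adjusted p = 0.707). The increase of the sulfate list was larger in Bur-0 by a median of 0.24 (interaction, camera adjusted p = 0.00228, adjusted p = 0.175 with an estimated correlation). This list holds SULTR3;4 and SULTR4;1, which the paper names as raised in Bur-0 on these arrays. Its tests are therefore not fully independent of the paper.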

Another sulfur metabolism-related long-term change is the down-regulation of glucosinolate biosynthesis. This has been hypothesized as a mechanism to make more sulfur available for PC synthesis^37^ and according to our data indeed represents a sustained core response of Cd-exposed *A. thaliana* roots.

The analysis of accession-specific responses suggested a second possible explanation for the higher Cd tolerance of Bur-0 besides the reduced Cd accumulation (Fig. 4a). Bur-0 roots responded more strongly to Cd than Col-0 even though according to the PC accumulation data there was no difference in the degree of effective Cd exposure, i.e. available Cd in the cytosol. 

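Of the groups with a defence function, camalexin genes had a median change of 3.13 in Bur-0 and 0.95 in Col-0. Salicylic acid genes had 1.85 and 1.06, jasmonate genes 0.99 and 0.45, and chitin response genes 1.05 and 0.26. Sulfate assimilation genes had medians of 0.78 in Bur-0 and 0.38 in Col-0. Other groups had the larger median in Col-0, such as hypoxia genes with −0.99 and −1.75 and alpha-expansins with −0.65 and −1.07. The paper reasons that PC levels did not differ between the accessions, so that the cytosol of both was exposed to the same Cd. It concludes that Bur-0 roots respond more strongly, and it proposes a more efficient activation of acclimative changes in the transcriptome as an explanation for the higher Cd tolerance of Bur-0. Over the 2393 called probe sets the median absolute log2 change was 1.3 in Bur-0 and 1.13 in Col-0, and 64.0% changed more in Bur-0. These probe sets were selected by the same changes, and more of them were called in Bur-0 alone than in Col-0 alone. Their medians are therefore no separate measure of the size of the response. Without Col-0 Cd replicate 2 the order was the reverse, with medians of 1.01 in Bur-0 and 1.18 in Col-0 over the probe sets called there. For Col-0 Cd that fit rests on replicate 1 alone, the array with the lowest standard deviation of values. Any deviation of this array counts there as a change with Cd, so the reversal does not tell which response is larger. Over the 933 called in both it was 1.83 and 1.53, and 45 of these had a called interaction. On single arrays this median was 1.75 and 1.90 in Bur-0 and 1.55 and 1.56 in Col-0. The changes of the 2 accessions were correlated across all tested probe sets, which are not independent replicates (Pearson r = 0.744, Spearman rho = 0.628). The r was 0.594 and the rho 0.483 without Col-0 Cd replicate 2.

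The interaction was called upward for 124 probe sets and downward for 49. Any fit without 1 array has fewer degrees of freedom, so a loss of calls need not rest on that array. The 124 and 49 fell without any 1 array outside the Col-0 Cd pair and rose without either array of that pair. They were 8 and 4 without Bur-0 control replicate 1, 17 and 7 without Bur-0 control replicate 2, 27 and 10 without Bur-0 Cd replicate 1, and 6 and 3 without Bur-0 Cd replicate 2. They were 8 and 3 without Col-0 control replicate 1, 15 and 6 without Col-0 control replicate 2, 382 and 251 without Col-0 Cd replicate 1, and 1518 and 698 without Col-0 Cd replicate 2. Without 1 Col-0 Cd array the spread of that pair, the widest of the 4 groups, does not enter the fit. That the calls of the 173 probe sets held there is therefore no independent support. Of the 173, 90 were called with Cd in Bur-0 alone, 27 in Col-0 alone, 45 in both in the same direction, 6 in both in opposite directions and 5 in neither.

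**Figure D3:**
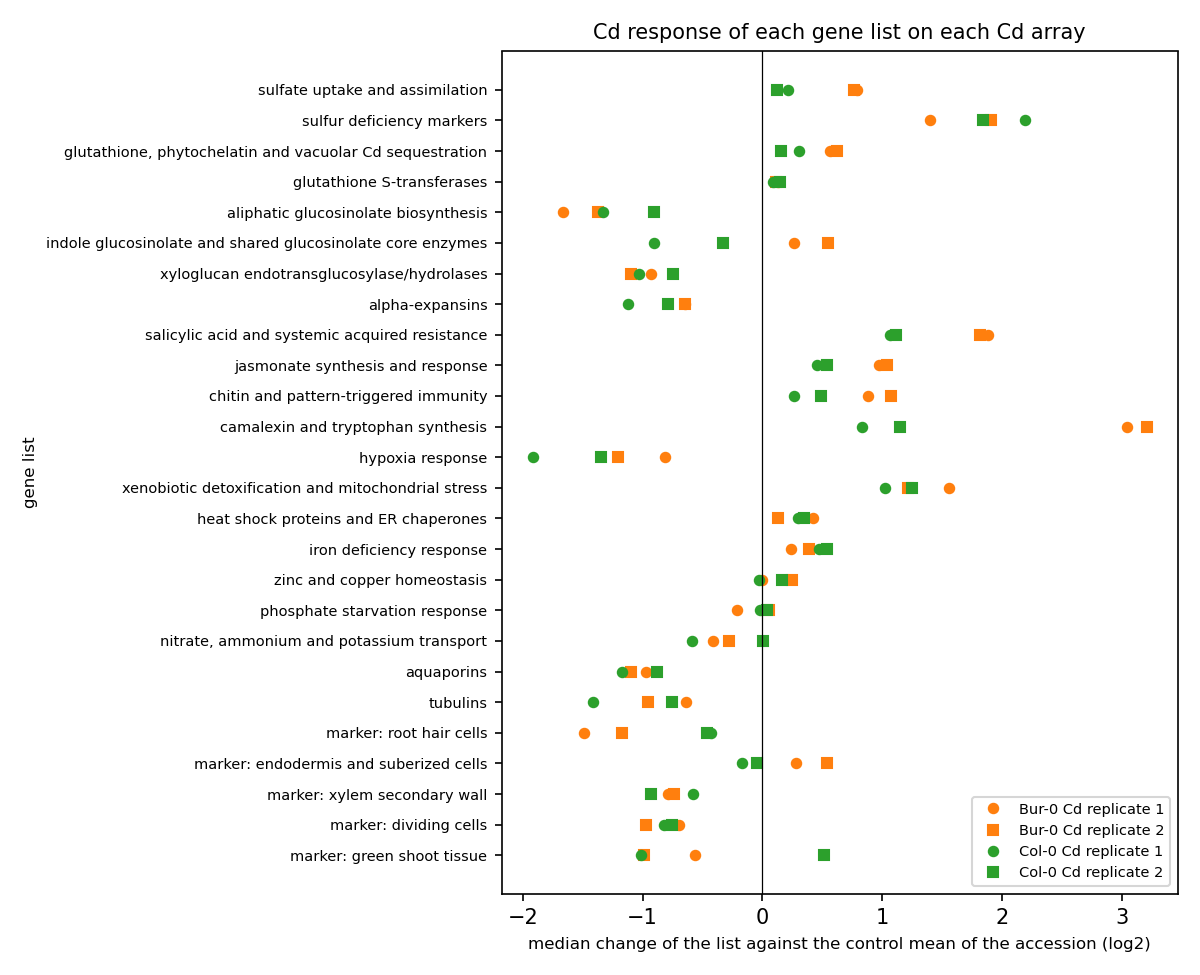
Median change (log2) of each gene list on each Cd array against the control mean of its accession.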

The stronger response is not only apparent in the larger number of up- and down-regulated genes. Many of the core response GO terms as well as several other related GO terms, mainly additional defense-associated biological processes such as “response to chitin”, “innate immune response” and “defense response to bacterium”, were enriched among the genes responsive to Cd only in Bur-0. Thus, a possible explanation for the higher Cd tolerance of Bur-0 could be a more efficient activation of acclimative transcriptome changes. The understanding of signal transduction events mediating Cd responses is still fragmentary. Recently, the transcription factor ZAT6 was assigned a role in the activation of genes involved in the phytochelatin pathway^49^. Overexpression of ZAT6 conferred higher Cd tolerance. Interestingly, *ZAT6* and one of its target genes (*ABCG36*/*PDR8*/*PEN3*) as well as many other genes associated with Cd tolerance, e.g. SULTR3;4, SULTR4;1, SBP1^50^, ABCC2^51^, and ABCC3^52^ were up-regulated specifically in Bur-0. Thus, there could be a difference between Bur-0 and Col-0 in the events upstream of ZAT6 activation. 

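ZAT6 (AT5G04340), a zinc finger transcription factor gene, rose by 1.29 (SE 0.19, limma adjusted p = 0.00154) in Bur-0, against 0.33 (SE 0.19, limma adjusted p = 0.257) in Col-0. Its interaction was 0.96 (SE 0.27, limma adjusted p = 0.169), 1.13 without Col-0 Cd replicate 1 and smaller than 0.96 without Col-0 Cd replicate 2. SULTR3;4 (AT3G15990), a sulfate transporter gene, rose by 1.61 (SE 0.18, limma adjusted p = 0.000351) in Bur-0, against 0.79 (SE 0.18, limma adjusted p = 0.0186) in Col-0. Its interaction was 0.82 (SE 0.26, limma adjusted p = 0.216), 1.0 without Col-0 Cd replicate 2 and smaller than 0.82 without Col-0 Cd replicate 1. It is not exact, as the Col-0 control level is close to background. PEN3 (AT1G59870, ABCG36), an exporter gene of the plasma membrane, rose by 1.24 (SE 0.34, limma adjusted p = 0.0327) in Bur-0, against 0.04 (SE 0.34, limma adjusted p = 0.946) in Col-0. The call was lost without any 1 Bur-0 array (adjusted p from 0.121 to 0.197) or either Col-0 control array (adjusted p = 0.0663). The interaction was 1.2 (SE 0.48, limma adjusted p = 0.349), 1.84 without Col-0 Cd replicate 2 and smaller than 1.2 without Col-0 Cd replicate 1. With 1 Col-0 Cd array left, the spread of that pair leaves the fit, so values of such fits are given without a test.

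ABCC2 (AT2G34660), a transporter gene of phytochelatins into the vacuole, rose by 1.04 (SE 0.22, limma adjusted p = 0.0102) in Bur-0, against −0.15 (SE 0.22, limma adjusted p = 0.654) in Col-0. The call was lost without Bur-0 control replicate 1 (adjusted p = 0.0585), Bur-0 control replicate 2 (adjusted p = 0.0903) or Bur-0 Cd replicate 2 (adjusted p = 0.105). The interaction was 1.2 (SE 0.31, limma adjusted p = 0.143), 1.51 without Col-0 Cd replicate 2 and smaller than 1.2 without Col-0 Cd replicate 1. A probe set shared by ABCC3 (AT3G13080) and NAP5 (AT1G71330) rose by 1.08 (SE 0.20, limma adjusted p = 0.00528) in Bur-0, against 0.74 (SE 0.20, limma adjusted p = 0.0353) in Col-0. It had an interaction of 0.34 (SE 0.28, limma adjusted p = 0.639), and without Bur-0 control replicate 2 its change in Bur-0 was 0.91 (adjusted p = 0.0632). SULTR4;1 (AT5G13550), a sulfate exporter gene of the vacuole, rose by 1.57 (SE 0.40, limma adjusted p = 0.0241) in Bur-0, against 0.86 (SE 0.40, limma adjusted p = 0.168) in Col-0. The call was lost without Bur-0 control replicate 1 (adjusted p = 0.137), Bur-0 control replicate 2 (adjusted p = 0.116), Bur-0 Cd replicate 1 (adjusted p = 0.0755), Bur-0 Cd replicate 2 (adjusted p = 0.188) or either Col-0 control array (adjusted p = 0.0504). The interaction of SULTR4;1 was 0.71 (SE 0.57, limma adjusted p = 0.627), and 1.46 without Col-0 Cd replicate 2. Without Col-0 Cd replicate 1 Col-0 rose by 1.61, no less than the 1.57 of Bur-0.

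A probe set shared by the selenium-binding protein genes SBP1 (AT4G14030) and SBP2 (AT4G14040) rose by 1.05 (SE 0.31, limma adjusted p = 0.0442) in Bur-0, against 0.15 (SE 0.31, limma adjusted p = 0.763) in Col-0. The call was lost without Bur-0 control replicate 1 (adjusted p = 0.225), Bur-0 control replicate 2 (adjusted p = 0.148), Bur-0 Cd replicate 1 (adjusted p = 0.151), Bur-0 Cd replicate 2 (adjusted p = 0.231) or either Col-0 control array (adjusted p = 0.0807). The interaction was 0.90 (SE 0.45, limma adjusted p = 0.445), 1.47 without Col-0 Cd replicate 2 and smaller than 0.90 without Col-0 Cd replicate 1. CAD1 (AT5G44070, PCS1), the phytochelatin synthase gene, had 0.38 (SE 0.32, limma adjusted p = 0.463) in Bur-0 and −0.69 (SE 0.32, limma adjusted p = 0.166) in Col-0. Its Col-0 change was −1.25 without Col-0 Cd replicate 2 and smaller in size than −0.69 without Col-0 Cd replicate 1. The list of glutathione, phytochelatins and sequestration held ZAT6, PEN3, ABCC2, ABCC3 and SBP1, which the paper names from these same arrays. A test of this list for Bur-0 alone is therefore no independent support. It had 5 members up in Bur-0 alone (0.642 expected, 1-sided Fisher's exact test, adjusted p = 0.00235), the probe sets of these genes. There were 3 without Bur-0 control replicate 1 (adjusted p = 0.068), 1 without Bur-0 control replicate 2 (adjusted p = 0.933), 2 without Bur-0 Cd replicate 2 (adjusted p = 0.267), and 3 without Col-0 control replicate 1 (adjusted p = 0.129) or Col-0 control replicate 2 (adjusted p = 0.133).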

Responsible genes in the mapped Cd tolerance QTLs will hopefully be identified when additional information becomes available on gene functions and on chromosomal regions influencing variation in Cd tolerance across other *A. thaliana* populations.

## Methods

### *Arabidopsis thaliana* lines

*A. thaliana* accessions were obtained from the Nottingham Arabidopsis Stock Center (NASC). The Col-0 × Bur-0 RIL population was obtained from the Versailles Arabidopsis Stock Center and was developed by Simon *et al*.^22^. The core population of 164 RILs was used for the mapping-related phenotyping.

### Cultivation conditions

Plants were cultivated in 1/10 Hoagland medium under long day conditions of 16 h light (50 µE) /8 h dark in a cultivation room. For the assessment of metal tolerance phenotypes a medium solidified with 1% (w/v) agarose (Type A, Sigma Aldrich) was used. The nutrient solution contained 100 µM (NH_4_)_2_HPO_4_, 200 µM MgSO_4_, 280 µM Ca(NO_3_)_2_, 600 µM KNO_3_, 5 µM Fe-HBED and 1% (w/v) sucrose and was buffered with 5 mM MES at pH 5.7. Metal salts were added as indicated.

For hydroponic culture plants were grown in a modified, liquid 1/10 Hoagland medium (87.1 µM (NH_4_)_2_HPO_4_, 200 µM MgSO_4_, 400 µM Ca(NO_3_)_2_, 600 µM KNO_3_, 5 µM Fe-HBED, 4.63 µM H_3_BO_3_, 0.032 µM CuSO_4_, 0.915 µM MnCl_2_, 0.077 µM ZnSO_4_, 0.011 µM MoO_3_; pH 5.7). Starting at week 2 of the plant cultivation the Bur-0 and Col-0 individuals were kept in 50 ml Falcon tubes. During the 3^rd^ and 4^th^ week the medium was exchanged once per week. From week 5 on the medium was exchanged twice per week. The plants were cultivated in climate chambers at short day conditions of 8 h light (200 µE)/16 h dark with 22 °C during the light period and 20 °C during the dark period.

### Soil experiments

Experiments were performed as described previously^53^. Control soil was spiked with 400 mg ZnSO_4_ per kg soil (dry weight) and Zn contaminated soil was prepared by adding 6400 mg ZnSO_4_ per kg soil.

### Phenotyping

In order to determine the Cd tolerance of hydroponically grown plants, the leaf growth was monitored by determining leaf area over the course of the cultivation. For the quantification of the leaf area, pictures were taken (same distance from the objects and a marker of known size) and analyzed (Adobe Photoshop CS2, version 9.0). Pixels of similar color were selected by use of the “Magic Wand Tool” at a tolerance of 32 using the neighboring and smoothing tool. Pixels of the leaf area were normalized to the pixels covering a standard of known size.

### QTL mapping

164 RILs were phenotyped under control conditions and in the presence of 2 µM CdCl_2_. The relative root growth (RRG) was calculated for each RIL as the mean root length on Cd plates normalized to the mean root length on control plates. RRG and genotypic information^22^ were loaded into the program MapQTL5®^54^. Standard methods for interval mapping^55^ were applied and the LOD score for each position on the genome was determined as an output for the likelihood of the association of a particular genomic region with the Cd tolerance phenotype.

### PCR based marker analysis

For further genotyping of interesting RILs, gDNA was extracted from young leaves or seedlings. To 100 mg pulverized, frozen plant material 500 µl extraction buffer (200 mM Tris/HCl pH 7.5, 250 mM NaCl, 25 mM EDTA, 0.5% SDS) were added. The DNA contained in the aqueous phase was then precipitated using isopropanol (1:1 ratio of DNA fraction to ethanol) and washed with ethanol. After resuspension in 50 µl deionized water, gDNA was used for PCR amplification. PCR was performed using the following protocol: 94 °C 1 min initial denaturation followed by 35 cycles of 94 °C 30 sec; X °C 30 sec; 72 °C 1 min/1 kb followed by a final elongation step at 72 °C for 3 min. The annealing temperature X was chosen for each primer pair 2 °C below the lower T_m_ of the two primers. Four CAPS markers were generated between the markers *2900 and *4011 (*3109 fw: TTTCCTTACAAGCCTGAAATATCC, rev: AAACACATCGCACATTTTGAAC, flanking a *Bse*LI restriction site specific for Col-0; *3343 fw: GATGCCATAGAGATGAATGCAG, rev: ATGGGCCTATGTGTAATCAACC, flanking a *Taq*I restriction site specific for Bur-0; *3558 fw: TTCCTCAGATCATCCATGTGTC, rev: TGCAAATACTAATGCTCCAACG, flanking a *Kpn*I restriction site specific for Col-0; *3782 fw: TGTTGTGCCTTGATTTTCAGTC, rev: TGGGTGCAAATTTCTCCTCTAC, flanking a *Tas*I restriction site specific for Col-0) and 17 RILs were analyzed for their genotype in this region.

### Transcriptome analysis

Plants were grown hydroponically. After one week of Cd exposure, roots and shoots of 3-4 individuals were pooled and two pools for each treatment and accession were generated. Harvested plant material was immediately frozen in liquid nitrogen. Plants were harvested early in the morning at the beginning of the light period. RNA from root material was extracted by adding 1 ml of TRIzol® (Invitrogen) to 100 mg of frozen plant powder and, after mixing, adding 200 µl chloroform. From the resulting aqueous phase the RNA was precipitated using isopropanol in a 1:1 ratio. The washed RNA was resuspended in 20 µl RNase-free H_2_O. Further purification was achieved by using the RNaeasy Kit from Quiagen, following the instruction manual of the manufacturer.

For the microarray analysis the extracted RNA was translated into aRNA with the GeneChip® 3′ IVT Express Kit from Affymetrix. Fragmented aRNA was hybridized to an *Arabidopsis* GeneChip microarray^56^ at the „Zentum für medizinische Grundlagenforschung der Martin-Luther-Universität“ in Halle/Saale, Germany. An Affymetrix GeneChip Scanner 3000 was used to analyze the hybridized microarray, applying an Affymetrix GeneChip Operating Software (GCOS). Program R (version 3.0.0)^57^ and the Bioconductor packages^58^ were used for data normalization, pre-processing and quality control. Signals were normalized using the Robust Multi-chip Average (RMA) method at standard settings. A linear model was used to calculate fold changes and *P*_adj_. values for each gene. The lmFit function was used with standard settings. The affy package was employed for the analysis of the data, quality control and annotation. Differentially expressed genes were selected based on statistically significant (*P*_adj_ ≤ 0.05) expression differences of at least 2fold between the genotypes under equal conditions or between treatments within each genotype. GO enrichment was performed with the PANTHER classification system (database release 27.10.2016) developed by the Gene Ontology Consortium (Mi *et al*., 2013). Cluster analysis was performed using the software R (version 3.3.1). Raw data of the microarray experiment reported here can be accessed via the GEO (Gene Expression Omnibus) data base under the accession number GSE94314.

For quantitative real-time (qRT) analysis of *HMA3* transcript abundance cDNA was synthesized from DNaseI treated RNA extracted from seedlings, using the RevertAid First Strand cDNA Synthesis Kit (Thermo-Fisher). The qRT PCR was performed using SYBR Green (iQ SYBR Green supermix, Bio-Rad) in a 96-well iCycler with a MyiQ real-time RCR detection system. The master mix contained 5 pmol of forward and reverse primer (*HMA3*_Bur_fw: CCAAACTGCAATGCTCACAG; *HMA3*_Bur_rev: TGGCCCTTGGATCTTGAAATC) and the PCR product was amplified from 5 µl of a 1:50 dilution of cDNA in a total volume of 20 µl. The PCR program was 95 °C for 10 min, 40 cycles of 95 °C for 10 sec and 60 °C for 1 min. The relative transcript level was determined as 1000 × 2^−ΔCT^ with the cycle threshold difference ΔCT being CT_Target gene_ − CT_EF1α_.

### SIFT analysis

Insertions and deletions in the Bur-0 genome within the QTL interval on chromosome 5 were downloaded from the 1001 Genomes Data Center: (http://1001genomes.org/data/MPI/MPIOssowski2008/releases/current/strains/Bur-0/). Sequence differences between Col-0 and Bur-0 were validated using the 1001 genomes browser: http://signal.salk.edu/atg1001/3.0/gebrowser.php. The most recent information about single nucleotide polymorphisms (SNPs) between Col-0 and Bur-0, stemming from the resequencing efforts of the 1001 genomes project, were downloaded from the GWA-Portal: https://gwas.gmi.oeaw.ac.at/#/genotype/snpviewer. Line 7058 was chosen to extrapolate all SNP positions leading to amino acid differences in the protein sequences between Col-0 and Bur-0 within the QTL region on chromosome 5. Line 7058 was chosen since it was the line used in the resequencing efforts and has the most SNPs annotated. SNPs were used to predict potentially non-functional AA exchanges in Bur-0 using the SIFT4G application (Vaser *et al*., 2016).

### Phytochelatin analysis

Phytochelatins (PCs) were determined by UPLC-ESI-QTOF-MS as described earlier^53^. Briefly, frozen homogenized plant material was extracted with 0.1% (v/v) trifluoroacetic acid containing 6.3 mM diethylene triamine pentaacetic acid and 40.04 µM N-acetylcysteine as internal standard. Prior to derivatization with monobromobimane at 45 °C for 30 min, thiol groups were reduced with Tris-(2-carboxyethyl)-phosphine. Labelled thiols were separated on a HSS T3 column (1.8 μm, 2.1 × 100 mm; Waters Corporation, Milford, MA, USA) by a Waters Aquity UPLC system applying a linear binary gradient of water (A) and acetonitrile (B), both acidified with 0.1% (v/v) formic acid, at a flow of 0.5 mL min^–1^: 99.5% A, 0.5% B for 1 min, a linear gradient to 60.5% B at 10 min, gradient to 99.5% B at 12 min, flushing with 99.5% B for 1 min, a gradient back to initial conditions in 1 min and an additional re-equilibration for 1 min. The column temperature was set to 40 °C. Thiols were detected with a Q-TOF Premier mass spectrometer equipped with an ESI-source (Waters Corporation) operated in the V + mode. For quantification the QuanLynx module of the MarkerLynx software was used.

### Inductively Coupled Plasma-Optical Emission Spectroscopy

Dry plant material was, after washing at 4 °C with H_2_O (twice, 10 min), 100 mM CaCl_2_ (once, 10 min), 50 mM EDTA (once, 5 min), digested in 4 ml HNO_3_ and 2 ml H_2_O_2_ for 12 min at 180 °C using a microwave (Start 1500, MLS GmbH). Metal concentrations were measured via ICP-OES (ICAP 6500, Thermo): Zn at 213.8 nm, Fe at 238.2 nm, Cd at 226.5 nm and Mn at 257.6 nm.

## Electronic supplementary material

Supplementary Files

Supplementary dataset S1

Supplementary dataset S2

How the deposited data were processed for this re-analysis (not part of the article)

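The authors normalized the 8 Affymetrix ATH1 arrays together by RMA in R 3.0.0, and the deposited values are on a log2 scale. These log2 values were used without a further transformation. The authors' deposited table also holds the number of absent calls among the 8 arrays for each probe set, from 0 to 7. The algorithm behind the authors' deposited detection calls was not found in the paper or the labels. The same table of the authors holds log2 differences and an adjusted p-value for 4 comparisons. These deposited log2 differences and p-values were only compared with the results obtained here. All deposited expression columns were assigned to 1 of the 4 groups by the labels, never by their values.

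Of 22810 probe sets on the array, 64 Affymetrix controls and all probe sets called absent on all 8 arrays were left out, and 16964 were tested. Of these 11517 had no absent call and 921 had an absent call on 7 arrays. The annotation of probe sets gave 1 locus for 16083, several loci for 623 and no locus for 258, and the tested probe sets name 17267 loci. Probe sets with several loci are reported as shared. A separate symbol table, whose entries were only counted, held 1 gene for 9420 tested probe sets, several genes for 359 and no entry for 7185. For single-locus probe sets 16061 have their locus in the RefSeq gene table. This table gave the gene symbols, and the loci and protein-coding loci of the QTL interval were counted from it. Counts are of probe sets, as the tables of the paper are.

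Tests were made in R 4.3.3 with limma 3.58.1. A model with 1 mean for each of the 4 groups was fitted with lmFit, and variances were moderated with eBayes at its defaults, with 4 residual and 4.85 prior degrees of freedom. The comparisons were Cd against control in each accession, Bur-0 against Col-0 in control and under Cd, and the difference of the 2 changes with Cd (the interaction). P-values were adjusted by the Benjamini-Hochberg method for each comparison on its own. A probe set was called at 2-fold or more with an adjusted p under 0.05, the thresholds of the paper. Fitted over all 22810 probe sets, the same model gave the authors' adjusted p-values to within 3.5e-08.

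Before the deposited values were examined, 26 lists of genes were fixed from general knowledge, because no GO annotation was used here. The paper and part of the values in its supplement, which come from these same arrays, had been read by then. Several lists have the themes of its GO terms, and their tests are no independent support of it. They cover sulfate uptake and assimilation, sulfur deficiency markers, glutathione and phytochelatins with vacuolar Cd sequestration, glutathione S-transferases, aliphatic and indole glucosinolates, xyloglucan endotransglucosylase/hydrolases, alpha-expansins, salicylic acid, jasmonate, chitin response, camalexin and tryptophan, hypoxia, detoxification with mitochondrial stress, heat shock proteins, iron, zinc and copper, phosphate, nitrate with ammonium and potassium, aquaporins and tubulins. The other 5 lists are markers of root hair cells, endodermis, xylem, dividing cells and green shoot tissue, and 6 reference genes were read as well. Lists were tested with camera at an inter-gene correlation of 0.01, then with the correlation estimated, and with fry. Their p-values were adjusted over the 26 lists and 3 comparisons together. Membership among genes called up in both, down in both, up in Bur-0 alone and up in Col-0 alone was tested with a 1-sided Fisher's exact test against all tested probe sets, also adjusted together.

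Named genes were taken by a rule: genes named by the paper, members of the lists, the called genes of the QTL interval, genes of the supplement with opposite directions, and the largest changes of each comparison. The values in the tables of the paper had been seen when the rule was written. FLC was chosen outside the rule after its values were seen. 1 gene of the lists is not reported here by name.

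The steps were tested on simulated data with known changes and the same design. A change in Bur-0 of log2 1.5, 2, 3 and 4 was called with the right sign for 74, 86, 100 and 100% of 50 genes each, with 4 false calls. An interaction of these sizes was called for 45.8, 50, 79.2 and 100%, with 2 false calls. The simulated groups all had the same spread for a probe set, and calls of the Col-0 change were not counted. The wider spread of the Col-0 Cd pair was not simulated, so these rates do not tell how the tests behave with it.

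The alternatives were leaving out each array, replicate number as a block, no filter, a filter at a mean log2 of 5, cyclic loess, only the compared arrays, trend and robust variance, array weights, adjustment over the 4 comparisons of the paper together, no fold threshold, a test against a minimum fold of 1.2, probe sets with 1 locus, and the 2 other deposited copies of the values. For the lists, the estimated correlation and fry were alternatives as well. Added after the data were seen were leaving out Col-0 Cd replicate 1 together with 1 Bur-0 Cd array, and quantile normalization over the tested probe sets. Where a group was left with 1 array, that array was assumed to vary like the other groups. Sequence variation between the accessions, which can affect hybridization to probes, was not examined here.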

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

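No test in this part was chosen only after its result was seen.

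The Cd response differed between the accessions upward for 124 probe sets and downward for 49, with 6 and 3 without Bur-0 Cd replicate 2 and 1518 and 698 without Col-0 Cd replicate 2. The interactions of CYP82C2 (AT4G31970) at 5.47 (limma adjusted p = 4.46e-05), the shared CRK6 and CRK8 probe set at 3.91 (limma adjusted p = 0.00102), GLIP1 (AT5G40990) at 3.44 (limma adjusted p = 0.00102) and RHS18 (AT5G22410) at −3.53 (limma adjusted p = 0.00102) passed without any 1 array. Of these, all except RHS18 were close to background in every group except Bur-0 Cd, so that their interactions are not exact. AT5G11570, at −3.27 (limma adjusted p = 0.0067), was lost without Bur-0 control replicate 1, Bur-0 control replicate 2, Bur-0 Cd replicate 1, Bur-0 Cd replicate 2 or Col-0 control replicate 1, at adjusted p from 0.05 to 0.0635, and its level was close to background except in Bur-0 control, so that it does not tell whether the response differed. BCAT-2 (AT1G10070), which degrades branched-chain amino acids, had an interaction of −2.40 (limma adjusted p = 0.00485), with changes of −1.03 in Bur-0 and 1.36 in Col-0. It was lost without Bur-0 control replicate 1 (adjusted p = 0.0557), Bur-0 Cd replicate 2 (adjusted p = 0.0533), Col-0 control replicate 1 (adjusted p = 0.0535) or Col-0 control replicate 2 (adjusted p = 0.0537). AT1G56060, a gene for a small cysteine-rich protein, had 3.53 (limma adjusted p = 0.0049) and changes of 4.12 in Bur-0 and 0.58 in Col-0. It was lost without Bur-0 control replicate 1 (adjusted p = 0.0557), Bur-0 Cd replicate 2 (adjusted p = 0.0535), Col-0 control replicate 1 (adjusted p = 0.0529) or Col-0 control replicate 2 (adjusted p = 0.0537). A probe set shared by the subtilase genes AT4G10520 and AT4G10530 had 3.26 (limma adjusted p = 0.00711) and changes of 1.75 in Bur-0 and −1.50 in Col-0. It was lost without Bur-0 control replicate 1 (adjusted p = 0.05), Bur-0 control replicate 2 (adjusted p = 0.0613), Bur-0 Cd replicate 2 (adjusted p = 0.0599), Col-0 control replicate 1 (adjusted p = 0.0738) or Col-0 control replicate 2 (adjusted p = 0.0596).

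Other interactions were lost without any 1 of the Bur-0 arrays and of the Col-0 control arrays. FMO1 (AT1G19250), which makes the signal of systemic acquired resistance, had 3.96 (limma adjusted p = 0.0223), and adjusted p from 0.0952 to 0.162 in these leave-outs. IGMT2 (AT1G21120), an indole glucosinolate methyltransferase gene, had 3.98 (limma adjusted p = 0.0223), and adjusted p from 0.1 to 0.162, with levels close to background in Bur-0 control and Col-0 Cd. The probe set shared by the peroxidase genes PRXCA (AT3G49110) and PRXCB (AT3G49120) had 5.62 (limma adjusted p = 0.0262), and adjusted p from 0.114 to 0.176. AATP1 (AT5G40010), an ATPase gene, had 3.59 (limma adjusted p = 0.0364), and adjusted p from 0.14 to 0.236. AT2G29340, a short-chain dehydrogenase gene, had 3.43 (limma adjusted p = 0.0349), and adjusted p from 0.132 to 0.232. CYP79B2 (AT4G39950), which converts tryptophan, had 2.84 (limma adjusted p = 0.0176), and adjusted p from 0.0537 to 0.146. AT1G14550, a peroxidase gene, had 2.46 (limma adjusted p = 0.0169), and adjusted p from 0.0537 to 0.141. The probe set shared by the carboxypeptidase-like genes scpl14 (AT3G12230) and SCPL15 (AT3G12240) had −2.46 (limma adjusted p = 0.0262), and adjusted p from 0.0651 to 0.176.

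Roots of the accessions already differed without Cd, with 272 probe sets higher and 377 lower in Bur-0. The counts were 120 and 185 without Bur-0 control replicate 1, 119 and 175 without Bur-0 control replicate 2, 123 and 189 without Col-0 control replicate 1, and 121 and 212 without Col-0 control replicate 2. At 8-fold or more 14 were higher and 43 lower. Sequence variation between the accessions can affect hybridization to the probes and was not examined. Part of these differences may therefore not be of transcript level.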

How the results depend on the processing

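Leaving out Col-0 Cd replicate 1 together with 1 Bur-0 Cd array and quantile normalization were the tests chosen only after the results were seen.

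With 2 arrays per group every spread rests on few values, the group left with 1 array was assumed to vary like the others, and the cause of differences between settings was not tested. Over all settings 110 of the values of the 30 summary results moved more than their limit and 560 stayed within it. Of the values of single lists 1130 stayed the same, 87 lost their call, 25 gained a call and none had the other direction. The estimated correlation made up 51 of the lost calls, the filter at a mean log2 of 5 made up 10, fry 9 and leaving out Col-0 Cd replicate 2 made up 7. Of the gained calls 7 came with fry. For named genes 14312 values stayed the same, 868 lost their call and 275 gained a call, and none had the other direction.

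With only probe sets of a mean log2 of at least 5, 485 rose and 323 fell in Bur-0, and 259 rose and 380 fell in Col-0. Of these 201 and 192 were shared, 283 and 131 were in Bur-0 alone, 58 and 187 in Col-0 alone, and the total was 1053. The interaction was called for 28 upward and 4 downward, Bur-0 differed from Col-0 for 83 and 111 in control and 286 and 143 under Cd, and the QTL interval had 6 in Col-0, 5 in Bur-0 and 9 different. With no fold threshold the counts were 1833 and 1721 in Bur-0, 1404 and 1690 in Col-0, 941 and 918 shared, 887 and 793 in Bur-0 alone, 453 and 767 in Col-0 alone, and 4774 in total. The accessions then differed for 440 and 588 in control and for 1272 and 1022 under Cd, and the QTL interval had 36 in Col-0, 37 in Bur-0 and 41 different. The median absolute log2 changes without the threshold were 0.849 in Bur-0 and 0.761 in Col-0. With only the compared arrays 453 fell in Col-0, 103 rose and 146 fell in Col-0 alone, 307 were higher and 276 lower in Bur-0 under Cd, and the interval had 9 in Col-0. The test against a minimum fold gave 31 downward interactions and a median of 1.02 in Col-0. Without Col-0 Cd replicate 1 and Bur-0 Cd replicate 1 the interaction was called for 366 and 222, 492 fell in Bur-0 alone and 235 in Col-0 alone, the interval had 22 in Bur-0, and the median in Col-0 was 1.07. Without Col-0 Cd replicate 1 and Bur-0 Cd replicate 2 the interaction was called for 245 and 160.

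No list was called with the estimated correlation (0 in each direction of the 3 comparisons), against 11 up and 10 down in Bur-0, 7 and 8 in Col-0, and 11 and 4 in the interaction. With fry 11 lists were called up in Col-0 and 2 down in the interaction, and with the filter at a mean log2 of 5 the interaction had 2 down.

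Replicate numbers were added as a block only as a check, since the sources used here give no pairing of pools of different groups, and correlations of arrays with the same number lay between −0.09 and 0.19. With the block 1098 rose and 741 fell in Bur-0, 719 and 748 in Col-0, and the interaction had 110 and 42.

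Leaving out 1 array at a time gave from 838 to 1127 increases and from 508 to 775 decreases in Bur-0, and from 528 to 1021 and from 452 to 1788 in Col-0. The ranges were 403 to 601 and 285 to 434 shared, 389 to 660 and 218 to 427 in Bur-0 alone, 123 to 521 and 167 to 1342 in Col-0 alone, and 1953 to 3765 in total. The interaction ranged from 6 to 1518 upward and 3 to 698 downward, Bur-0 against Col-0 from 119 to 315 and 175 to 427 in control, and from 286 to 1673 and 296 to 866 under Cd. The QTL interval had 10 to 35 in Col-0, 10 to 20 in Bur-0 and 16 to 40 different. Median changes ranged from 1.01 to 1.39 in Bur-0 and 1.11 to 1.21 in Col-0, Pearson r from 0.594 to 0.793 and Spearman rho from 0.483 to 0.692. Lists called in the interaction ranged from 10 to 12 upward and 1 to 5 downward.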

Differences from the paper's values

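No test in this part was chosen only after its result was seen.

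AT5G09570 was called up in Col-0 (2.94, limma adjusted p = 0.00059) and not in Bur-0, where the paper gives the stronger response to Bur-0. Its level in control roots was not called different between the accessions (0.21, limma adjusted p = 0.845), where the paper gives a higher level in Bur-0. Both control levels were close to background, where a difference between them cannot be measured, and the interaction was not called (−2.03, limma adjusted p = 0.0877). The authors' deposited table has the same values, 2.94 in Col-0 (adjusted p = 0.00106) and 0.91 in Bur-0 (adjusted p = 0.108). Without Bur-0 Cd replicate 2 an increase in Bur-0 was called (1.45, limma adjusted p = 0.0148), smaller than that in Col-0. AT5G11570 fell in Bur-0 (−3.25, limma adjusted p = 5.96e-05) and not in Col-0 (0.02, limma adjusted p = 0.961), the reverse of the accession named by the paper. The authors' deposited table has −3.25 (adjusted p = 0.000114) in Bur-0 and 0.02 (adjusted p = 0.964) in Col-0. No setting tested gave AT5G11570 a called decrease in Col-0, where its control level was close to background and a decrease cannot be measured.

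The paper counts 35 genes of the QTL interval as different between the accessions, and 24 probe sets were counted here by the rule of its text. A further 9 differed between the accessions without a call with Cd. The count was 16 without Bur-0 control replicate 1, 40 without Col-0 Cd replicate 2 and 41 with no fold threshold.

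The paper gives the response to hypoxia as raised by Cd in both accessions. The fixed list of hypoxia genes had 7 of 17 called lower in Bur-0 and 13 in Col-0. The 7 were 4 without Bur-0 control replicate 1 and 1 without Bur-0 control replicate 2 or Bur-0 Cd replicate 2, and the list tests were lost with an estimated correlation (adjusted p = 0.436 in Bur-0 and 0.259 in Col-0). This list was fixed here and is not the GO term of the paper. The paper finds no GO term enriched among the genes up in Col-0 alone, with Bonferroni correction. The lists here are other and fewer sets with Benjamini-Hochberg adjustment, so the thresholds are unlike. By 1-sided Fisher's exact test 4 iron deficiency genes (adjusted p = 0.000901) were more than by chance. So were 4 xyloglucan endotransglucosylase/hydrolases (adjusted p = 0.00191) and 3 phosphate starvation genes (adjusted p = 0.00272). This test treats genes as independent, which genes regulated together are not. Iron genes were also more than by chance among those up in both accessions (4, adjusted p = 0.0215), which was lost without Bur-0 control replicate 1, Bur-0 Cd replicate 2, Col-0 control replicate 1, Col-0 control replicate 2 or Col-0 Cd replicate 2 (adjusted p from 0.082 to 0.433). Those up in Col-0 alone were not without Col-0 Cd replicate 2 (adjusted p = 0.116), and the hydrolases were not without Col-0 control replicate 1 (adjusted p = 0.0988), Col-0 control replicate 2 (adjusted p = 0.0881) or Col-0 Cd replicate 2 (adjusted p = 0.611). The paper assigns its sulfur term to glutathione S-transferases rather than to sulfate transporters. S-transferases among the genes up in both accessions were 6 (adjusted p = 0.0043) and sulfate genes 3 (adjusted p = 0.131), the same order as in the paper. Among those down in both were 4 S-transferases (adjusted p = 0.0394), which was lost without each array except Col-0 Cd replicate 1 (adjusted p from 0.0988 to 0.512). Among those up in Bur-0 alone were 5 sulfate genes (adjusted p = 0.00649), which was lost without Bur-0 Cd replicate 2 (adjusted p = 0.0895).

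The paper names ZAT6, PEN3, SULTR3;4, SULTR4;1, SBP1, ABCC2 and ABCC3 as raised specifically in Bur-0. All 7, with SBP1 and ABCC3 on probe sets shared with SBP2 and NAP5, were called up in Bur-0 and not in Col-0, as the paper has them, but none had a called interaction, with limma adjusted p from 0.143 for ABCC2 to 0.639 for the probe set of ABCC3. Without Col-0 Cd replicate 2 the interaction was 1.0 for SULTR3;4, 1.84 for PEN3 and 1.51 for ABCC2. There it was 1.46 for SULTR4;1 and 1.47 for the probe set of SBP1. For all of these it was smaller than with all arrays when Col-0 Cd replicate 1 was left out instead. For ZAT6 it was 1.13 without Col-0 Cd replicate 1 and smaller without Col-0 Cd replicate 2. With 1 Col-0 Cd array left, the spread of that pair leaves the fit, so these values are given without a test. The calls in Bur-0 were lost in at least 1 fit without an array for 5 of the 7, and such fits are less precise. For PEN3, SULTR4;1 and the probe set of SBP1 they were lost without any 1 Bur-0 array or Col-0 control array, with adjusted p from 0.0663 to 0.197, 0.0504 to 0.188 and 0.0807 to 0.231. ABCC2 was lost without Bur-0 control replicate 1 (adjusted p = 0.0585), Bur-0 control replicate 2 (adjusted p = 0.0903) or Bur-0 Cd replicate 2 (adjusted p = 0.105), and the probe set of ABCC3 without Bur-0 control replicate 2 (adjusted p = 0.0632). SULTR4;1 was called up in Col-0 without Col-0 Cd replicate 1 (1.61, limma adjusted p = 8.02e-05). SULTR2;1 was called in both accessions, and RING1 (AT5G10380) in Bur-0 alone (1.07, limma adjusted p = 0.00204). The call of SULTR2;1 in Bur-0 was lost without any 1 Bur-0 array (adjusted p from 0.0633 to 0.17), and in Col-0 it was lost without each array except Col-0 Cd replicate 2. Both genes had control levels close to background. RING1 was below 2-fold without Bur-0 control replicate 1 (0.93) or Bur-0 Cd replicate 1 (0.995).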

Other observations

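All tests of causes in this part except that of RNA degradation in the pool of Col-0 Cd replicate 1 were chosen only after the results were seen.

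NRT2:1 (AT1G08090), a high-affinity nitrate transporter gene, rose by 3.44 (SE 0.17, limma adjusted p = 4.16e-06) in Bur-0 and by 2.60 (SE 0.17, limma adjusted p = 4.21e-05) in Col-0. NRT1.8 (AT4G21680), which retrieves nitrate from the xylem, rose by 3.36 (SE 0.28, limma adjusted p = 6.46e-05) in Bur-0 and by 4.37 (SE 0.28, limma adjusted p = 4.16e-05) in Col-0. From control levels close to background, these are lower limits. The ammonium transporter gene AMT2 (AT2G38290) rose by 1.2 (SE 0.21, limma adjusted p = 0.00387) in Bur-0 and by 1.59 (SE 0.21, limma adjusted p = 0.00144) in Col-0. Of 13 genes of nitrate, ammonium and potassium transport 4 rose and 4 fell in Bur-0, the same adjusted over the list alone (camera adjusted p = 0.642, adjusted p = 0.773 with an estimated correlation), with 2 decreases without Bur-0 Cd replicate 2. In Col-0 4 rose and 4 fell, the same adjusted over the list alone (camera adjusted p = 0.622, adjusted p = 0.763 with an estimated correlation), with 2 decreases without Col-0 control replicate 1 or Col-0 control replicate 2. Both tests pointed upward, with medians of −0.44 and −0.29 but means of 0.27 and 0.21, and the Col-0 Cd arrays had medians of −0.59 and 0.00. The 4 increases were shared (0.405 expected, 1-sided Fisher's exact test, adjusted p = 0.00325), and 3 decreases (0.31 expected, 1-sided Fisher's exact test, adjusted p = 0.0139). The shared decreases were not more than by chance without any 1 Bur-0 array or Col-0 control array (adjusted p from 0.0908 to 0.602). HMA2 (AT4G30110), a zinc and Cd pump of the root vasculature, rose by 3.19 (SE 0.26, limma adjusted p = 5.56e-05) in Bur-0 and by 2.84 (SE 0.26, limma adjusted p = 0.000215) in Col-0. ZIP1 (AT3G12750), a zinc transporter gene, rose by 1.64 (SE 0.25, limma adjusted p = 0.00196) in Bur-0 and by 1.74 (SE 0.25, limma adjusted p = 0.0022) in Col-0, and the metallothionein gene MT2A (AT3G09390) rose by 1.25 (SE 0.21, limma adjusted p = 0.00313) in Bur-0 and by 1.62 (SE 0.21, limma adjusted p = 0.00138) in Col-0. HMA3 (AT4G30120), the vacuolar Cd pump, had 0.05 (SE 0.21, limma adjusted p = 0.919) in Bur-0 and 0.30 (SE 0.21, limma adjusted p = 0.356) in Col-0. Of 27 zinc and copper genes 4 rose and 4 fell in Bur-0, 5 and 5 adjusted over the list alone (camera adjusted p = 0.498, adjusted p = 0.724 with an estimated correlation), and 4 rose in Col-0, also adjusted over the list alone (camera adjusted p = 0.263, adjusted p = 0.545 with an estimated correlation). In Col-0 2, 1 and 1 fell without Col-0 control replicate 1, Col-0 control replicate 2 and Col-0 Cd replicate 1.

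The aquaporin gene DELTA-TIP (AT3G16240, TIP2;1) changed by −2.84 (SE 0.29, limma adjusted p = 0.000186) in Bur-0 and by −2.37 (SE 0.29, limma adjusted p = 0.000986) in Col-0, and PIP1;5 (AT4G23400), an aquaporin gene of the plasma membrane, changed by −2.07 (SE 0.16, limma adjusted p = 4.83e-05) in Bur-0 and by −1.19 (SE 0.16, limma adjusted p = 0.00163) in Col-0. Aquaporins fell in 10 of 17 cases in Bur-0, also adjusted over the list alone (camera adjusted p = 5.33e-07, adjusted p = 0.132 with an estimated correlation). In Col-0 10 fell, and 10 adjusted over the list alone (camera adjusted p = 8.44e-09, adjusted p = 0.122 with an estimated correlation), with 4 without Col-0 control replicate 1 and 6 without Col-0 control replicate 2. The shared decreases were 8 (0.405 expected, 1-sided Fisher's exact test, adjusted p = 3.37e-08), and 5 without Bur-0 Cd replicate 2 (adjusted p = 0.000108), 4 without Col-0 control replicate 1 (adjusted p = 0.00162) and 5 without Col-0 control replicate 2 (adjusted p = 0.000115). The tubulin gene TUB1 (AT1G75780) changed by −2.51 (SE 0.20, limma adjusted p = 5.83e-05) in Bur-0 and by −3.31 (SE 0.20, limma adjusted p = 3.49e-05) in Col-0, and TUB5 (AT1G20010) changed by −1.26 (SE 0.18, limma adjusted p = 0.00145) in Bur-0 and by −1.45 (SE 0.18, limma adjusted p = 0.0012) in Col-0. Of 13 tubulin probe sets 3 fell in Bur-0, also adjusted over the list alone (camera adjusted p = 0.000171, adjusted p = 0.191 with an estimated correlation). In Col-0 9 fell, and 9 adjusted over the list alone (camera adjusted p = 3.38e-06, adjusted p = 0.145 with an estimated correlation), with 4, 3 and 5 without Col-0 control replicate 1, Col-0 control replicate 2 and Col-0 Cd replicate 1 and medians of −1.41 and −0.76 on the 2 Cd arrays. The ER chaperone gene BIP3 (AT1G09080) rose by 3.35 (SE 0.38, limma adjusted p = 0.000341) in Bur-0 and by 3.35 (SE 0.38, limma adjusted p = 0.000654) in Col-0, lower limits from control levels close to background. Of 7 heat shock and ER chaperone genes 2 rose in Bur-0 (camera adjusted p = 0.263, adjusted p = 0.436 with an estimated correlation) and 1 in Col-0 (camera adjusted p = 0.0963, adjusted p = 0.297 with an estimated correlation), the same adjusted over the list alone, with adjusted p = 0.0304 in Col-0 without Col-0 control replicate 1. Interaction tests gave camera adjusted p = 0.926, adjusted p = 0.967 with an estimated correlation for aquaporins, whose test pointed downward with a median of 0.10 and a mean of 0.02. For tubulins they gave camera adjusted p = 0.0963, adjusted p = 0.5 with an estimated correlation, and adjusted p = 0.0318, 0.0221 and 0.0435 without Bur-0 control replicate 1, Bur-0 Cd replicate 2 and Col-0 Cd replicate 2. They gave camera adjusted p = 0.777, adjusted p = 0.818 with an estimated correlation for heat shock, camera adjusted p = 0.294, adjusted p = 0.547 with an estimated correlation for zinc and copper, and camera adjusted p = 0.899, adjusted p = 0.944 with an estimated correlation for nitrate genes.

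The 2 Col-0 Cd arrays lie further apart than the arrays of any other group. The 18 hybridization controls, which contain no plant RNA, had a median absolute log2 difference of 0.554 between them against at most 0.205 in the other groups, so that hybridization or scanning of 1 array may have contributed. A weaker Cd response of 1 pool would leave probe sets that do not respond to Cd unchanged. The 6268 probe sets with a change under 0.2 in Bur-0 also differed by 0.352, against at most 0.141 in the other groups. This argues against it as the whole cause but does not exclude it. These probe sets were chosen by their change in Bur-0, and some may respond in Col-0. RNA degradation in the pool of Col-0 Cd replicate 1 would raise its 3' minus 5' difference, which was 1.17 and the lowest of the 8 arrays. This argues against degradation there but does not exclude it. The 6 control pairs cover only actin, GAPDH and ubiquitin, and the highest of the other arrays (1.43) was Col-0 Cd replicate 2, itself undecided. The value lay below this limit by little more than its standard error of 0.247 over the pairs. This limit was set before the value was seen, and the standard error was added after it. In the pool of Col-0 Cd replicate 2 degradation cannot be told apart from its absence, because its value of 1.43 was the highest of the 8 arrays and lay above the next (1.42) by less than the SD of the other arrays.

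More probe sets were called in Bur-0 than in Col-0, with 1105 up and 747 down against 716 and 764. This order held without Col-0 Cd replicate 1. A fit without Col-0 Cd replicate 2 rests for Col-0 Cd on replicate 1 alone, the array with the lowest standard deviation of values. Any deviation of that array counts there as a change with Cd. The order was the reverse without Col-0 Cd replicate 2, with 1127 and 775 against 1021 and 1788, and the totals were equal without Bur-0 Cd replicate 2, with 838 and 508 against 674 and 672. Over the probe sets called in both, the lower Bur-0 Cd array had a median absolute change of 1.75 and the higher Col-0 Cd array 1.56, which is consistent with a larger response in Bur-0. With Col-0 Cd replicate 1 left out and 1 Cd array kept in each accession, the ratio of calls in Bur-0 to those in Col-0 was 1.18 or 1.47, depending on the Bur-0 array kept. Whether the spread of the Col-0 Cd arrays adds to the difference cannot be told apart from this, because the 2 ratios differ by more than the lower one exceeds 1 and the order changed with the array left out.

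AT5G09570 and AT5G11570 were called with Cd in the accession opposite to that named by the paper. This does not settle a difference in response, since the interaction of AT5G09570 was not called (−2.03, limma adjusted p = 0.0877) and its increase in Bur-0 was called without Bur-0 Cd replicate 2, and since a decrease of AT5G11570 in Col-0 cannot be measured from a level close to background. An exchange of accession labels between the arrays and the tables of the paper was excluded, since 558 of the 564 probe sets of its table for Bur-0 alone were called up in Bur-0 alone, 6 in both and 0 in Col-0 alone. An exchange of the labels of the arrays was excluded as well, since FLC, which is low in Col-0, was higher on the Bur-0 control arrays by 5.08, a lower limit since Col-0 control is close to background.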
